# The Chromatin Remodeler CHD8 Is Required for Activation of Progesterone Receptor-Dependent Enhancers

**DOI:** 10.1371/journal.pgen.1005174

**Published:** 2015-04-20

**Authors:** María Ceballos-Chávez, Alicia Subtil-Rodríguez, Eugenia G. Giannopoulou, Daniel Soronellas, Elena Vázquez-Chávez, Guillermo P. Vicent, Olivier Elemento, Miguel Beato, José C. Reyes

## Abstract

While the importance of gene enhancers in transcriptional regulation is well established, the mechanisms and the protein factors that determine enhancers activity have only recently begun to be unravelled. Recent studies have shown that progesterone receptor (PR) binds regions that display typical features of gene enhancers. Here, we show by ChIP-seq experiments that the chromatin remodeler CHD8 mostly binds promoters under proliferation conditions. However, upon progestin stimulation, CHD8 re-localizes to PR enhancers also enriched in p300 and H3K4me1. Consistently, CHD8 depletion severely impairs progestin-dependent gene regulation. CHD8 binding is PR-dependent but independent of the pioneering factor FOXA1. The SWI/SNF chromatin-remodelling complex is required for PR-dependent gene activation. Interestingly, we show that CHD8 interacts with the SWI/SNF complex and that depletion of BRG1 and BRM, the ATPases of SWI/SNF complex, impairs CHD8 recruitment. We also show that CHD8 is not required for H3K27 acetylation, but contributes to increase accessibility of the enhancer to DNaseI. Furthermore, CHD8 was required for RNAPII recruiting to the enhancers and for transcription of enhancer-derived RNAs (eRNAs). Taken together our data demonstrate that CHD8 is involved in late stages of PR enhancers activation.

## Author Summary

A lot of research has been devoted during the last decades to understand the mechanisms that control gene promoters activity, however, much less is known about enhancers. Only recently, the use of genome-wide chromatin immunoprecipitation techniques has revealed the existence of more than 400,000 enhancers in the human genome. We are starting to understand the importance of these regulatory elements and how they are activated or repressed. In this work we discover that the chromatin remodeler CHD8 is recruited to Progesteron Receptor-dependent enhancers upon hormone treatment. CHD8 is required for late steps in the activation of these enhancers, including transcription of the enhancers and synthesis of eRNA (long noncoding RNAs derived form the enhancers).

## Introduction

During the last decade it has become clear that regulation of gene transcription is accompanied by extensive changes in the chromatin organization of promoters [1]. More recently, efforts have concentrated on elucidating the chromatin dynamics of distal regulatory regions and particularly enhancers [2,3,4]. Enhancers were originally defined as regulatory sequences that can activate gene expression independently of their proximity or orientation with respect to their target genes [5]. Even though histone modifications signatures (e.g., high levels of histone H3 lysine 4 monomethyl (H3K4me1) and H3K27 acetyl (H3K27ac) modifications) have provided insight for the discovery of enhancer-like regions, the mechanisms and the factors that control enhancers activation are not yet well known.

Chromatin changes are normally performed by two types of enzymes: enzymes that chemically modify histones or ATP-dependent chromatin remodelers. ATP-dependent remodelling is performed by enzymes of the SNF2 family that use the energy of ATP hydrolysis to destabilize the interaction between DNA and histones [6,7]. In humans there are 26 ATPases of this family with specific roles in gene transcription and in other aspects of DNA metabolism. One of these ATPases is CHD8 which, in addition to the ATPase domain, contains two chromodomains in the amino terminus of the protein, and two BRK domains in the carboxy terminus [8]. CHD8 is able to remodel nucleosomes *in vitro* in an ATP-dependent reaction [9]; however, its *in vivo* functions are unclear. Inactivation of CHD8 by homologous recombination in mice provokes a strong growth retardation from embryonic day 5.5 and developmental arrest accompanied by massive apoptosis [10]. Ishihara *et al*. reported that CHD8 interacts with CTCF and plays a role in insulation activity [11]. It has also been reported that CHD8 represses beta-catenin target genes, and suppresses p53-dependent activation and apoptosis, by promoting histone H1 recruitment [9,12,13,14]. A role in repression of MLH1 gene, associated to MAFG, has been also shown [15]. In contrast to this repressive role, we have shown that CHD8 is required for E2F-dependent activation of G1/S specific promoters [16,17]. Additionally, it has been reported that CHD8 is required for estrogen-dependent induction of Cyclin E2 gene [18], and for recruitment of androgen receptor (AR) and activation of the *TMPRSS2* gene [19]. These two studies indicate that CHD8 is also involved in steroid hormone-dependent transcriptional regulation although the mechanisms of this regulation are unknown.

In this work, we have investigated the role of CHD8 in progesterone-dependent transcriptional regulation. Progesterone controls transcription through a complex mechanism [20]. On the one hand, progesterone-bound progesterone receptor (PR) is able to bind specific DNA sequences in chromatin, called PRE, and to recruit histone modification enzymes and ATP-dependent chromatin remodelers, such as NURF and BAF complexes (a member of the SWI/SNF complex family) [21,22]. On the other hand, a small fraction of PR is attached to the cytoplasmic side of the cell membrane and, in the presence of hormone, interacts with tyrosine kinases provoking the activation of various kinase cascades, including ERK1/ERK2 [23,24]. Activated ERK1/ERK2 phosphorylates PR and the kinase MSK1, forming a ternary complex that binds to chromatin. Recent genome-wide studies demonstrated that most PR binding sites (PRbs) are distal regulatory regions that map at introns and intergenic regions and that display typical histone modifications of enhancer regions [25,26,27]. Here, we demonstrate that CHD8 is required for the activation of PR enhancers. In proliferating T47D breast carcinoma cells, CHD8 is mostly associated with promoters. However, upon progesterone treatment, CHD8 was quickly recruited to a subset of transcriptionally competent PR enhancers. In agreement with these data, depletion of CHD8 strongly impaired progesterone-regulated gene expression. CHD8 recruitment to the enhancers was dependent of PR but independent of the pioneering factor FOXA1. Interestingly, depletion of the SWI/SNF complex ATPases, BRG1 and BRM, impaired CHD8 recruitment. Furthermore, we observed that CHD8 interacts with the SWI/SNF complex. CHD8 was not required for H3K27 acetylation, but depletion of CHD8 impaired hormone-dependent RNAPII recruitment at enhancers and synthesis of enhancer RNAs (eRNAs), suggesting that CHD8 is required for enhancer transcription.

## Results

### Characterization of genome-wide CHD8 occupancy under normal growth conditions

To identify the genome-wide distribution of CHD8 in proliferating human breast cancer cells T47D-MTVL [28], we performed chromatin immunoprecipitation of CHD8 followed by deep sequencing (ChIP-seq). We found 12655, 4900 and 2500 peaks of CHD8 by using three different confidence threshold values, respectively (ChIPseeqer threshold level 10^–10^, 10^–15^ and 10^–20^). In all cases, false discovery rates (FDR) were lower than 0.03 (see Materials and Methods). At the lowest threshold about 48% of the peaks (6257) were located within promoters, with a strong enrichment around TSS (Fig 1A and 1B) and about 50% of the peaks were distributed between introns (2187) and intergenic regions (3748). Interestingly, if confidence threshold for peaks identification is increased, the percentage of peaks associated with promoters raise to about 78% (Fig 1A). This is due to differences in CHD8 signal intensity. In fact, CHD8 signals at TSSs are higher than at intergenic or intronic regions (Fig 1C and 1D). Therefore, when only highly significant peaks are analyzed most of them map at promoters. Consistently, a strong overlap between CHD8 and RNA polymerase II (RNAPII) or H3K4me3 ChIP-seq signals was observed (Fig 1C and 1E). CHD8 occupancy was confirmed by ChIP-qPCR in three selected target promoters (*CCND1*, *HDS11B2* and *CCNE2*) using a different anti-CHD8 antibody (S1A Fig). Furthermore, as control, we also verified that knockdown of CHD8 decreased ChIP-qPCR signal (S1B Fig). All these experiments validated our ChIP-seq results. The rest of the analysis was performed using the 12655 CHD8 sites identified at the lowest, but still very significant, threshold. We have previously reported that CHD8 binds 1965 promoters in a ChIP-on-chip analysis of proliferating cervical carcinoma C33 cells [17]. Approximately 60% of the promoters identified as CHD8 targets by ChIP-on-chip (1175) were also identified by ChIP-seq, despite the different cell lines used. CHD8 bound genes were enriched in Gene Ontology categories related to macromolecular biosynthetic processes (transcription, mRNA processing) and cell cycle (S2A Fig). Consistently with our previous data from C33 cells [17] CHD8 target promoters were strongly enriched in E2F (p-value = 3.6 × 10^–135^), ELK-1 (p-value = 2.2 × 10^–122^), AP-2 (p-value = 4.7 × 10^–100^), and SP1 (p-value = 4.2 × 10^–80^) transcription factors binding sites (S2B Fig). Taken together these results indicate that CHD8 is mostly bound to promoters in proliferating T47D-MTVL cells.

**Fig 1:**
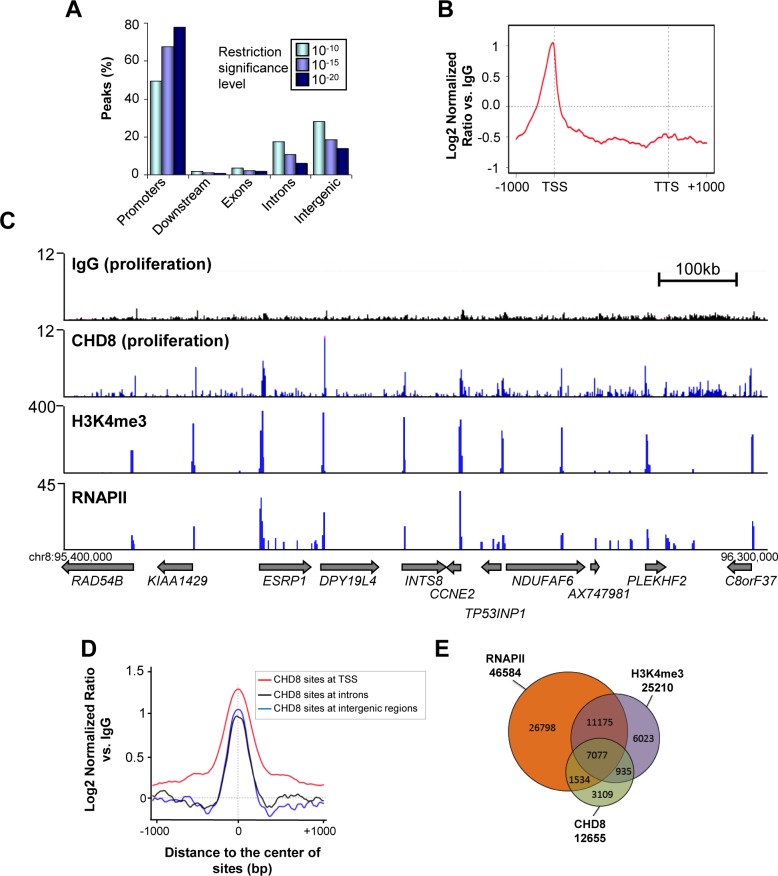
Genome-wide analysis of CHD8 binding sites under normal proliferation conditions. (A) Distribution of CHD8 peaks at low (P < 10^–10^), middle (P < 10^–15^), and high (P < 10^–20^) confidence thresholds, in proliferating T47D-MTVL cells relative to known RefSeq genes. Promoters: ± 2 kb around transcription start site (TSS); Downstream extremities: ± 2 kb around transcription end site; Exons: exonic regions; Introns: intronic regions; Intergenic > 2 kb away from RefSeq TSS. (B) Meta-gene representation of CHD8 ChIP-seq signal at the low confidence threshold. Log2 normalized ratios versus IgG signal are represented. (C) Genome Browser view of IgG, CHD8, H3K4me3 and RNAPII occupancy in a region of chromosome 8. Numbers in the y-axis are reads per million mapped reads. (D) CHD8 occupancy around the centre of the CHD8 binding sites at TSS (red), introns (black) or intergenic regions (blue). (E) Overlapping between CHD8 identified peaks at the low confidence threshold (12655), RNAPII peaks (46586) and H3K4me3 peaks (25210).

### CHD8 is recruited to PR binding sites after progesterone stimulation

CHD8 has been suggested to be a nuclear receptor co-activator [18,19]; however, very little is known about this function of the protein. To gain insight into its role in hormone dependent transcriptional regulation we have analyzed by ChIP-seq the distribution of CHD8 in progesterone-treated T47D-MTVL cells. For that, cells were subjected to 48 h of serum deprivation and then stimulated during 5 or 45 minutes with the synthetic progestin R5020 (10 nM) or the vehicle (ethanol) as control. A very small number of peaks were found in vehicle treated cells, suggesting that serum deprivation strongly decreases the association of CHD8 to the chromatin. These data extend our previous observation about absence of CHD8 in four G1/S transition genes in quiescent cells [17]. However, 1132 and 4532 progestin-induced CHD8 peaks were found at 5 and 45 minutes, respectively, suggesting that CHD8 is quickly recruited to the chromatin after progestin treatment. Most of the sites found after 5 minutes (73%) were also identified after 45 minutes (Fig 2A). Only 18% (832) of the hormone-specific peaks were also found under proliferating conditions (Fig 2A). A large majority of the hormone specific sites were found at intronic and intergenic regions (Fig 2B) and low enrichment was found at TSS (S3 Fig). A representative example of the ChIP-seq data close to four well-known progesterone-dependent genes (*HSD11B2*, *FKBP5*, *NFE2L3* and *IL6ST*) is shown in Fig 2C.

**Fig 2:**
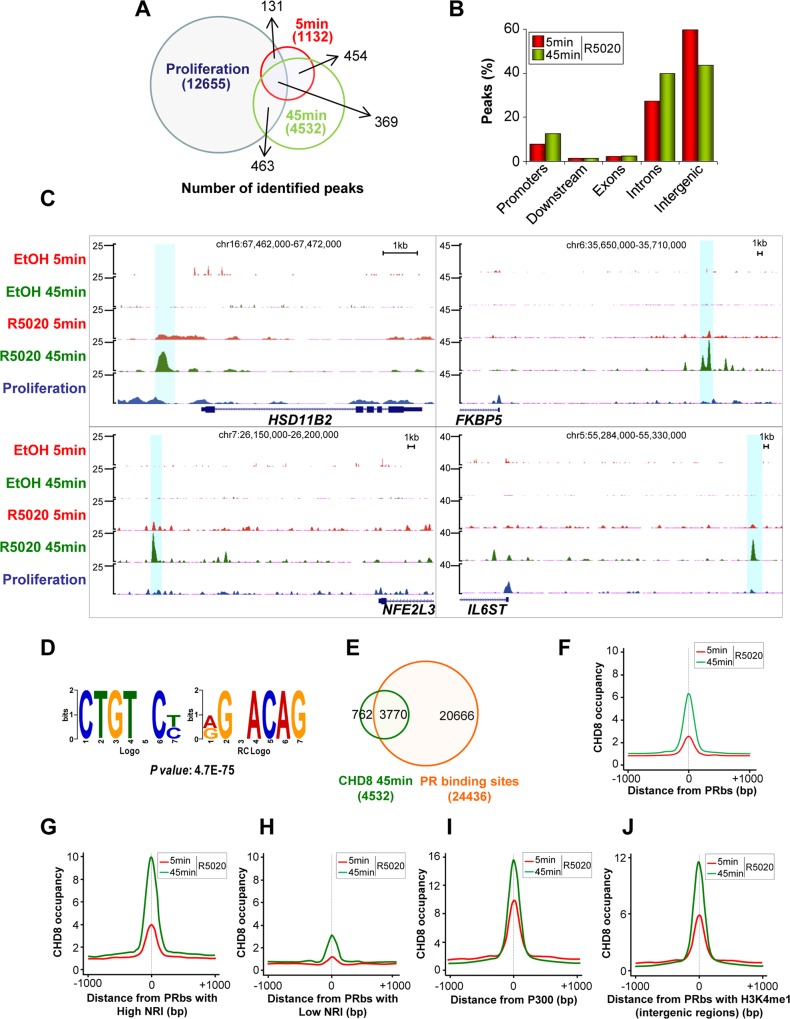
Hormone-dependent CHD8 recruitment to PR binding sites. (A) Overlapping between CHD8 identified peaks in proliferating cells (blue) or in cells stimulated with R5020 for 5 min (red) or 45 min (green). (B) Distribution of CHD8 peaks in cells stimulated with R5020 for 5 or 45 min. Categories as in Fig 1A. (C) Enrichment of CHD8 binding in response to R5020 or vehicle, upon treatment for 5 min (R5020 5 min, EtOH 5 min, red) or 45 min (R5020 45 min, EtOH 5 min, green) or in proliferating un-induced conditions (proliferation, blue), in four regions containing progesterone-responsive genes: *HSD11B2*, *FKBP5*, *NFE2L3* and *IL6ST*. (D) Most significant *de novo* motif (*P*-value: 4.7x10^-75^) identified using ChIPseeqerFIRE and MEME suite [72,73], in the CHD8-binding regions of T47D-MTVL cells stimulated with R5020 for 45 min. (E) Overlapping between progesterone-dependent CHD8 binding sites (green) and PRbs (red) [25] in T47D-MTVL cells stimulated with R5020. (F-J) CHD8 occupancy after 5 (red) or 45 (green) min of R5020 treatment, plotted as the average density of reads counted around the centre of all PRbs (F), around PRbs showing a high (G) or a low (H) nucleosome remodelling index (NRI), around p300 binding sites after R5020 (I) and around PRbs that show H3K4me1 enrichment (J). CHD8 occupancy is expressed as normalized tag density. PRbs, PR binding sites.

De novo analysis of sequence motifs in progestin-dependent CHD8 bound regions identified a highly significant enrichment (p-value = 4.7 × 10^–75^) for the sequence CTGTNC, which is very similar to the consensus sequence of the progesterone receptor binding site TGTYCY [25] (Fig 2D). PR binds 24436 sites in T47D-MTVL cells 60 min after progestin treatment [25]. Interestingly, 83.2% of the CHD8 progestin-dependent peaks (3770) co-localized with PR peaks, indicating that CHD8 is recruited to a subset of PRbs upon hormone induction (Fig 2E). Thus, CHD8 was significantly enriched around PRbs (Fig 2F). Ballaré et al. have recently reported that PRbs present high nucleosome occupancy and that functional PR sites, involved in transcription control, display a high nucleosome-remodelling index (NRI) [25]. NRI is the ratio between the nucleosome occupancy before and after hormone administration. Strikingly, we found strong CHD8 occupancy at PRbs with high NRI (top 10% higher NRI) and weak CHD8 enrichment at PRbs with low NRI (top 10% lower NRI), suggesting that CHD8 is associated with functional PRbs, where a strong nucleosome remodelling is occurring (Fig 2G and 2H). Similarly to CHD8 binding sites, PRbs are mostly found in introns and intergenic regions [25]. Distal regulatory regions and enhancers are enriched in the histone acetyltransferase p300 [29]. In the presence of R5020, CHD8 signal was strongly enriched around p300 binding sites (Fig 2I), indicating that CHD8 binding sites display enhancer characteristics. Another typical enhancer feature is the presence of monomethylated histone H3 lysine 4 (H3K4me1) [30]. CHD8 was moderately enriched in all regions with high H3K4me1 (S4 Fig). Most interestingly, we observed strong enrichment of CHD8 around H3K4me1 containing PRbs (Fig 2J). Taken together all these data indicate that CHD8 binds functional PR enhancers in a hormone-dependent manner.

### A small percentage of CHD8 sites are co-occupied by CTCF

It has been reported that CHD8 interacts and cooperates with the insulator factor CTCF (CCCTC-binding factor) [11]. Therefore, we have studied the co-localization of both factors under normal growth conditions or after progesterone stimulation. In proliferating T47D-MTVL cells about 16.5% (p-value = 6.0 x 10^–130^, hypergeometric distribution) of the CHD8 containing regions were also enriched in CTCF (S5A Fig). However, this was only 4.4% of the CTCF sites. CTCF mostly binds to intergenic or intronic regions [31]. Consistently, most of the CTCF-CHD8 co-occupied sites (66%) were also at intergenic and intronic regions (S5B Fig). Upon progesterone stimulation only about 5.4% of the CHD8 sites and 0.6% of the CTCF sites are co-occupied by both factors (S5C Fig), suggesting that CHD8 and CTCF do not cooperate for progesterone-mediated regulation.

### CHD8 is involved in progesterone-dependent gene regulation

To correlate CHD8 binding sites with CHD8-regulated gene expression we performed a transcriptomic analysis of T47D-MTVL cells transfected with a control siRNA or a siRNA specifically targeting CHD8 and stimulated during 6 h with progestin or vehicle (Fig 3A and 3B). 

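T47D-MTVL cells are a human breast cancer line that expresses the progesterone receptor, and R5020 is a synthetic progestin. RNA was measured in cells with the control siRNA (siCt) or the siRNA against CHD8 (siCHD8), each treated with R5020 or with the ethanol vehicle (EtOH). Each of these 4 conditions had 3 arrays, which the sample labels name as biological replicates. The cells were held without serum for 48 h and then received 10 nM R5020 or vehicle for 6 h. CHD8 itself, the target of the siRNA (probe set 7977693), had log2 intensities of 5.70, 5.71 and 5.91 in siCt with vehicle and of 5.42, 5.11 and 5.04 in siCHD8 with vehicle. With R5020 the values were 5.52, 5.24 and 5.29 in siCt and 4.77, 4.62 and 4.81 in siCHD8. Each siCHD8 array thus lay below each siCt array of the same treatment. The array signal of CHD8 in siCHD8 was 66.9% of siCt with vehicle, a log2 difference of -0.58 (SE 0.13, adjusted p = 0.0711 from limma). With R5020 it was 65.3%, a log2 difference of -0.62 (SE 0.13, adjusted p = 0.0627 from limma). Neither passes an adjusted p of 0.05 over all probe sets. This adjustment is for a search over 21214 probe sets and is strict for a check of the 1 targeted gene. It does not show that CHD8 was unchanged. Over the alternatives the adjusted p lay between 0.0413 and 0.187 with vehicle and between 0.0218 and 0.259 with R5020. Leaving out siCHD8 EtOH replicate 1 brings both below 0.05 (0.0472 with vehicle, at a log2 difference of -0.70, and 0.0366 with R5020), and leaving out siCt EtOH replicate 3 brings the R5020 value to 0.0493. CHD8 RNA was also lower with R5020 than with vehicle, by a log2 change of -0.42 (SE 0.13, adjusted p = 0.0349 from limma) in siCt and of -0.46 (SE 0.13, adjusted p = 0.0258 from limma) in siCHD8.

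The RNA was hybridised to Affymetrix Human Gene ST arrays and the authors normalized the scans by RMA, so the deposited values are log2 intensities, which were used as they stand. Of 33297 probe sets, the 21214 that the platform annotation pairs with at least 1 gene symbol were tested. Of these, 19461 carry exactly 1 symbol and 1753 carry several, and no gene is named from a probe set of the second kind unless all its symbols are given. The median log2 intensity per array lay between 4.52 and 4.62. Across probe sets, which are not independent replicates, Pearson's r was between 0.989 and 0.996 for replicates of a condition and between 0.976 and 0.994 for arrays of different conditions. A linear model with 1 mean per condition was fitted to all 12 arrays, with Benjamini-Hochberg adjustment over the probe sets tested. The number of arrays limits the precision: the median SE was 0.13 on the log2 scale for 3 arrays against 3 and 0.19 for the difference between the hormone responses of siCHD8 and siCt.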

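With the control siRNA, R5020 raised S100P, a calcium-binding protein, by a log2 change of 3.54 (SE 0.19, adjusted p = 1.28e-08 from limma, 3 arrays against 3) and IL20RA, a receptor chain for cytokines of the interleukin-10 family, by 3.34 (SE 0.19, adjusted p = 1.82e-08). ACOT6, an acyl-CoA thioesterase, rose by 3.86 (SE 0.16), TMEM63C by 3.59 (SE 0.17), the nucleolar protein gene MPHOSPH10 by 2.82 (SE 0.14) and the stress-responsive gene NDRG1 by 2.81 (SE 0.10, adjusted p = 5.44e-10 from limma). GRPR, the receptor for gastrin-releasing peptide, fell by 2.64 (SE 0.11, adjusted p = 9.17e-10 from limma), LMCD1 by a log2 change of -2.42 (SE 0.11) and AMIGO2, a cell adhesion protein, by -1.97 (SE 0.16). The GTPase gene RND1 (-1.98, SE 0.16) was lower too, as were SPTSSB, a subunit of serine palmitoyltransferase (-1.96, SE 0.16), and the interleukin-1 receptor gene IL1R1 (-1.87, SE 0.18). In all of these the R5020 arrays lay beyond the vehicle arrays without overlap, in 3 of 3, which was a condition for naming them.

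Of 28 measured targets of the progestin and glucocorticoid receptors, 16 rose, 1 fell and 11 did not pass an adjusted p of 0.05 (16 higher and 1 lower when adjusted over the list alone). The median log2 change was 0.86 (camera, adjusted p = 2.48e-12, and adjusted p = 0.0116 with an estimated correlation). TSC22D3, which encodes the glucocorticoid-induced protein GILZ, rose by 2.30 (SE 0.14) and the kinase gene SGK1 by 2.20 (SE 0.13), while ELF5, a transcription factor of the mammary alveolar lineage, fell by 1.22 (SE 0.15). The list holds HSD11B2, NFE2L3, IL6ST and DUSP1, which the study itself reports as hormone-responsive, so it is not wholly independent of the study. Of 8 metallothioneins, which bind zinc and copper, 7 rose and none fell, also when adjusted over the list alone. Their median was 0.94 (camera, adjusted p = 1.29e-08, and adjusted p = 0.0473 with an estimated correlation), led by MT2A at 1.99 (SE 0.12) and MT1X at 1.93 (SE 0.15).

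Of 25 genes of cholesterol and fatty acid synthesis, 14 rose and none fell (17 higher when adjusted over the list alone), with a median of 0.56 (camera, adjusted p = 1.75e-10, but adjusted p = 0.173 with an estimated correlation). ELOVL5, a fatty acid elongase, rose by 1.18 (SE 0.11), and the sterol synthesis genes DHCR7 by 1.05 (SE 0.11) and SQLE by 0.92 (SE 0.11). Of 31 genes of the G1/S transition and DNA replication, 8 rose and none fell (13 higher when adjusted over the list alone), with a median of 0.22 (camera, adjusted p = 1.15e-06, but adjusted p = 0.173 with an estimated correlation). GINS2, a subunit of the replicative helicase complex, rose by 1.63 (SE 0.21) and the cyclin gene CCNE2 by 0.82 (SE 0.11). Among 20 genes of the unfolded protein and amino acid stress responses 7 rose and none fell, and 9 were higher and 1 lower when adjusted over the list alone. The cystine transporter gene SLC7A11 was at 0.91 (SE 0.15) and the list's median at 0.28 (camera, adjusted p = 0.000451, but adjusted p = 0.26 with an estimated correlation). Of 10 heat shock genes 4 rose and none fell, also when adjusted over the list alone, with the co-chaperone genes DNAJB1 at 1.02 (SE 0.11) and BAG3 at 0.64 (SE 0.11). Their median was 0.24 (camera, adjusted p = 0.000803, but adjusted p = 0.26 with an estimated correlation).

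Of 18 luminal epithelial markers none rose and 9 fell, the same counts as when adjusted over the list alone. The transcription factor gene TFAP2C fell by 1.10 (SE 0.13) and the keratin gene KRT80 by 1.04 (SE 0.11), and the list's median was -0.33 (camera, adjusted p = 6.8e-06, but adjusted p = 0.196 with an estimated correlation). Of 17 steroid receptors and coregulators none rose and 6 fell (7 lower when adjusted over the list alone), among them GATA3, a luminal transcription factor, by 0.73 (SE 0.10). Their median was -0.23 (camera, adjusted p = 0.000255, but adjusted p = 0.259 with an estimated correlation). In total 1390 probe sets passed the limits in the study's results text, an adjusted p under 0.01, here from limma, and a fold over 1.5, of which 933 (67.1%) were higher and 457 lower with R5020. The methods word the first limit as an unadjusted p under 0.01, and with it 1620 passed, 1075 higher and 545 lower. Tested against a fold of 1.5 itself (limma's treat), 320 passed, 247 higher and 73 lower.

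**Figure D1:**
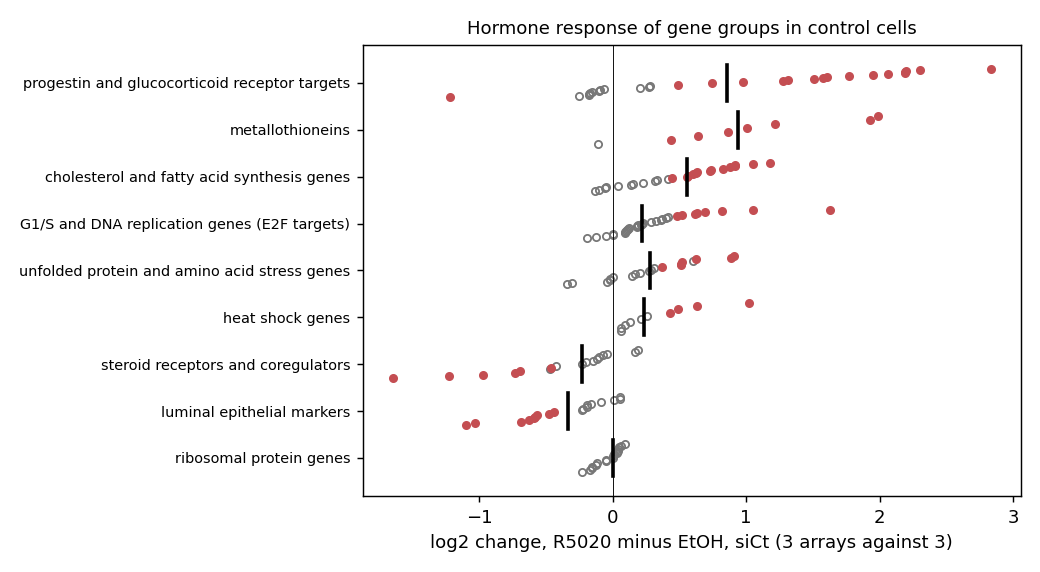
Hormone response of the members of 9 gene groups in siCt, as the log2 change from vehicle to R5020 (3 arrays against 3) on the horizontal axis. Each point is a gene, filled where its adjusted p from limma is under 0.05 and open otherwise, and the vertical bars are the medians, 0.94 for metallothioneins and -0.33 for luminal epithelial markers.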

We found 1170 genes differentially expressed (FDR< 0.01 and lineal change > 1.5 fold) after progestin treatment of control cells, of which 793 were up-regulated and 377 down-regulated. 

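Of the 12 genes named for the largest rise with R5020 in siCt, 8 had a smaller change in siCHD8 and 4 a larger one. Of the 12 named for the largest fall 9 had a smaller change and 3 a larger one. Both sets were chosen on the siCt arrays, which favours a smaller change in siCHD8. Among genes called on the mean response of siCt and siCHD8 it was smaller for 65.5% of the higher and 48.1% of the lower ones. TIPARP, an ADP-ribosyltransferase gene, had a log2 hormone change of 2.84 in siCt and 2.30 in siCHD8 (SE 0.12 each), DNAJB4, a co-chaperone gene, 2.63 and 1.94 (SE 0.18 each), P4HA2, a collagen prolyl hydroxylase subunit gene, 2.62 and 2.15 (SE 0.11 each). CYRIA rose 7.45 times in siCt and 5.38 times in siCHD8. SLC25A18, a mitochondrial glutamate carrier gene, went the other way, with 2.74 in siCt and 3.11 in siCHD8 (SE 0.11 each), as did TMEM63C, S100P and NDRG1 by less. Of the genes that R5020 lowered most, ST8SIA1, a ganglioside synthase gene, had -1.85 in siCt and -1.15 in siCHD8 (SE 0.14 each; a second, dimmer probe set of the gene had -0.30 in siCt) and ZMAT4 -1.78 and -1.42 (SE 0.14 each). The growth factor gene TGFB2, with -2.68 in siCt and -3.18 in siCHD8 (SE 0.14 each), and SOX2, a stem cell transcription factor gene, with -2.12 and -2.81 (SE 0.15 each), fell further in siCHD8, as did SPTSSB by less. No probe set passed an adjusted p of 0.05 in limma's test of the difference between the hormone responses of siCHD8 and siCt. At an unadjusted p under 0.05 there were 2027 (9.56% of those tested), and the lowest adjusted p was 0.356, that of LIFR, the receptor subunit for leukemia inhibitory factor. LIFR rose by 1.28 in siCt and had a change of 0.04 in siCHD8 (SE 0.14 each), and without siCHD8 R5020 replicate 1 it was the 1 probe set that passed. The unadjusted p was 0.00493 for TIPARP, 0.0177 for DNAJB4, 0.00834 for P4HA2, 0.0301 for SLC25A18, 0.00323 for ST8SIA1, 0.023 for TGFB2 and 0.00557 for SOX2, from the same fit, and it was 0.0673 for CYRIA and 0.0816 for ZMAT4.

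The methods' rule calls a hormone-regulated gene CHD8-dependent where its hormone-dependent change in siCHD8 over that in siCt is above 1.20 or below 0.8, with no test per gene. The scale of this ratio is not given in the sources used here, and linear folds were divided. So taken, 487 of the 1390 probe sets changed by R5020 in siCt were CHD8-dependent, a share of 35.0% (jackknife SD 9.06 over the 12 arrays). With the siRNA labels permuted within treatment the share had a median of 23% and reached 50%, in the split that sets siCt EtOH with siCHD8 R5020. The contrast of that split is the siRNA effect common to both treatments, so it does not stand for chance. With the siRNA effect common to both treatments removed, which favours the real split, the median was 17.1% and the highest 36.55%. The 487 comprised 307 of the 933 that were higher with R5020, 275 with a smaller change in siCHD8 and 32 with a larger one. The other 180 came from the 457 that were lower, 148 with a smaller change in siCHD8 and 32 with a larger one. In siCHD8 cells R5020 changed 1189 probe sets at the same limits of adjusted p from limma and fold, 715 higher and 474 lower, and 873 passed in siCt and siCHD8 in the same direction. The share rests on the scale of the ratio, being 54.0% (751) when the log2 changes are divided in place of the linear folds. Where the difference between the responses is tested, the share is 0 over all probe sets tested and 0.216% (3) when adjusted over the 1390 alone, a set chosen on the same arrays. In simulated data the test over all probe sets recovered 5.97% of differences of 0.5 and 58.2% of differences of 1. The median difference of the CHD8-dependent probe sets was -0.44 for the higher and 0.40 for the lower ones. A share of 0 thus does not show that no response depends on CHD8. The 3 probe sets, named after their values were seen, are those of LIFR, of TGFBR3, a coreceptor for TGF-beta (1.47 in siCt and 0.37 in siCHD8, SE 0.15 each), and 1 shared by the olfactory receptor genes OR4D9, OR4D10 and OR4D11.

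**Figure D2:**
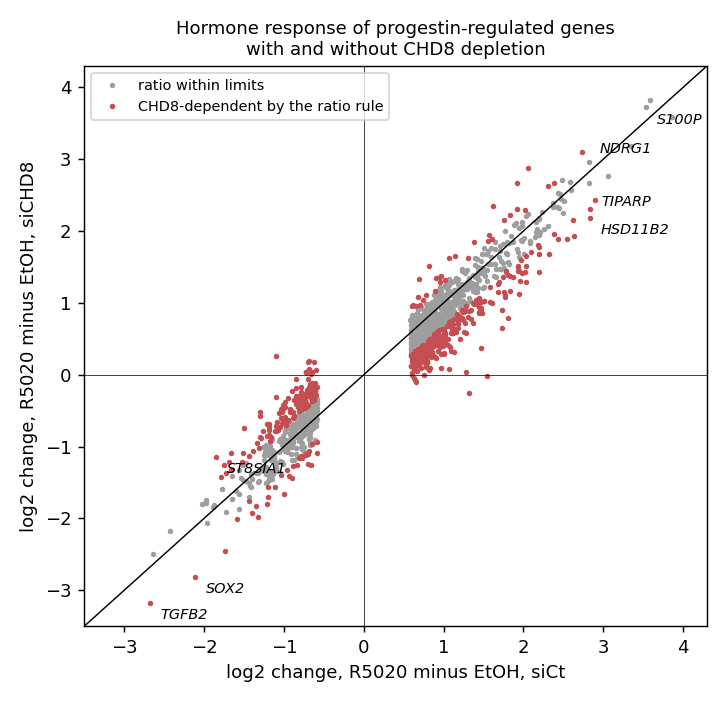
Log2 change from vehicle to R5020 in siCHD8 (vertical axis) against siCt (horizontal axis) for the 1390 probe sets changed by R5020 in siCt, with the line of equal change. Red points are the 487 that the ratio rule calls CHD8-dependent and grey points the others. Across the 1310 called on the mean response, not the set plotted, Pearson's r is 0.962, with genes not being independent replicates. Those genes were chosen for a large mean of both responses, with rises and falls pooled. This favours a high r, so r does not show whether siCHD8 alters the response.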

About 52.5% of these genes (614) were misregulated in CHD8-depleted cells with respect to control cells. Interestingly, CHD8-dependent genes presented lower induction of up-regulated genes and lower repression of down-regulated genes, indicating that CHD8 is required for progesterone-dependent regulation of a subset of genes (Fig 3C). 

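HSD11B2, the enzyme gene that inactivates cortisol (probe set 7996563), rose with R5020 by a log2 change of 2.83 in siCt and 2.18 in siCHD8 (SE 0.12 each), or 7.12 and 4.53 times. Its log2 intensity was 4.00 ± 0.07 (SD, n = 3) with vehicle and 6.83 ± 0.15 with R5020 in siCt, against 4.22 ± 0.20 and 6.40 ± 0.06 in siCHD8. The difference between the responses was -0.65 (95% interval -1.01 to -0.29, unadjusted p = 0.00158, adjusted p = 0.49 from limma). IL6ST, the gp130 cytokine receptor gene, rose by 2.19 in siCt and 1.68 in siCHD8 (SE 0.13 each; difference -0.52, 95% interval -0.92 to -0.12). NFE2L3, a transcription factor gene, rose by 1.95 and 1.30 (SE 0.23 each), with a difference of -0.65 whose 95% interval of -1.33 to 0.03 includes 0. DUSP1, a MAP kinase phosphatase gene, rose by 1.32 and 1.07 (SE 0.12 each), a ratio of linear folds of 0.84 that lies inside the limits of the rule for CHD8 dependence. A probe set paired with both FKBP5 and LOC285847 had changes of 3.05 and 2.76 (SE 0.12 each), also inside the limits at 0.82. The cyclin gene CCND1 rose by 1.05 in siCt and 1.12 in siCHD8 (SE 0.12 each), and PGR, the gene of the progesterone receptor, fell by 1.23 in siCt and by 1.50 in siCHD8 (ratio 0.83).

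The CHD8-dependent probe sets that were higher with R5020 had a median log2 change of 0.94 in siCt (quartiles 0.76 and 1.35) and 0.50 in siCHD8 (quartiles 0.29 and 0.99). Those that were lower had a median of -0.83 in siCt (quartiles -1.08 and -0.70) and -0.45 in siCHD8 (quartiles -0.92 and -0.28). The change was smaller in siCHD8 for 89.6% of the first and 82.2% of the second. By the same ratio rule it was smaller for 172 of 235 higher and 75 of 147 lower genes when the hormone genes were called on the mean response of siCt and siCHD8, and for 89 of 193 and 38 of 180 when they were called in siCHD8. A choice in siCHD8 favours a larger change there, the reverse of a choice in siCt. Without the ratio rule, the change was smaller in siCHD8 for 52.2% of the 715 higher and 31.2% of the 474 lower genes called in siCHD8. Over all 933 genes higher with R5020 the medians were 0.91 in siCt and 0.74 in siCHD8, and over all 457 lower genes -0.83 and -0.72. The mean level of these genes per array gave a difference between the responses of -0.19 for the higher genes (exact permutation of the siRNA labels within treatment, two-sided p = 0.04 over 400 arrangements) and of 0.14 for the lower genes (exact p = 0.025). The genes were chosen on the siCt arrays, which favours a smaller change in siCHD8. Chosen on the mean response of siCt and siCHD8, the difference in mean level was -0.10 for 857 higher genes (exact p = 0.215) and turned to -0.02 for 453 lower genes (exact p = 0.815). From the lower induction and the lower repression of the CHD8-dependent genes in Fig 3C, the paper concludes that a subset of genes requires CHD8 for its regulation by progesterone. The paper also reports RT-qPCR of single genes, a second siRNA and CHD8 sites near these genes, which are not analysed here.

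**Figure D3:**
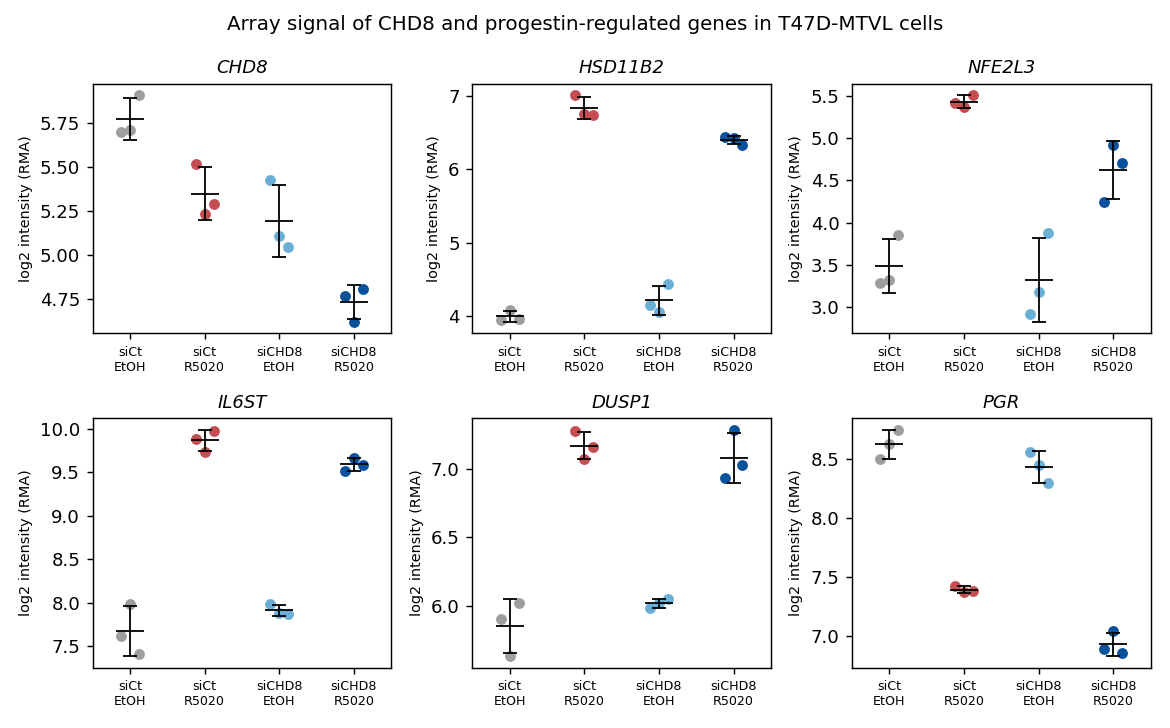
Log2 intensity after RMA of CHD8, HSD11B2, NFE2L3, IL6ST, DUSP1 and PGR in siCt and siCHD8 cells with vehicle (EtOH) or R5020. Points are the 3 arrays of each condition, horizontal bars the means and error bars the SD; HSD11B2 goes from 4.00 to 6.83 in siCt and from 4.22 to 6.40 in siCHD8, and each axis has its own range.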

Consistently, around 42% of the CHD8-dependent genes (257) were found to be close to CHD8 genomic locations (P = 9.96 x 10^–103^) (Fig 3D).

**Fig 3:**
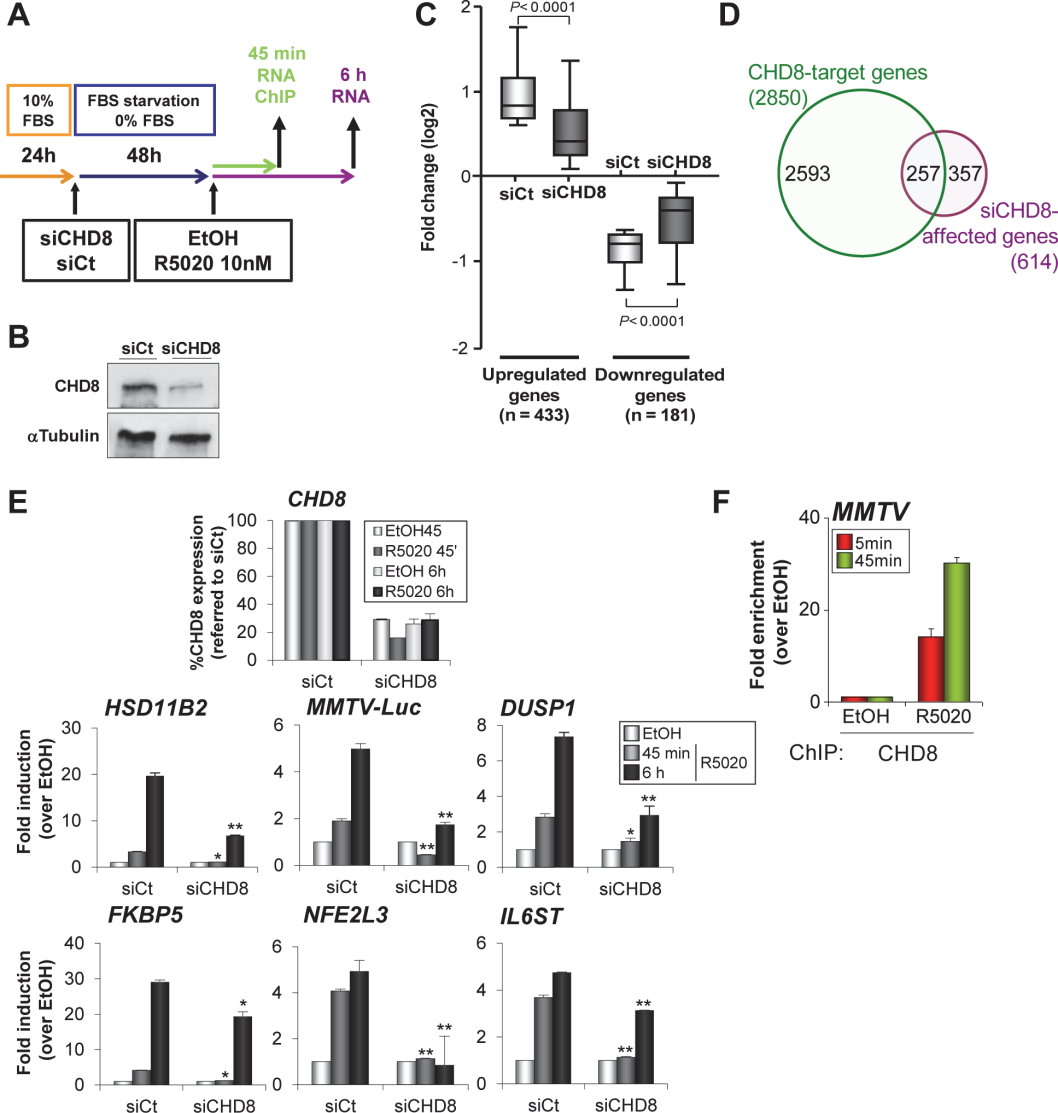
CHD8 is required for progesterone-dependent gene regulation. (A) Flow diagram depicting the knockdown strategy for CHD8 and the hormone treatment in gene expression and ChIP studies. T47D-MTVL cells were transfected with control siRNA (siCt) or siRNA against CHD8 (siCHD8), subjected to serum deprivation during 48 h and then stimulated with 10 nM R5020 (R5020) or vehicle (EtOH) for 45 min or 6 h, depending on the experiment. (B) Western blot analysis of CHD8 expression upon transfection of T47D-MTVL cells with control siRNA (siCt) or siRNA against CHD8 (siCHD8). (C) Box-and-whisker plots of the change in gene expression of CHD8-dependent genes (see Materials and Methods) after 6 h of R5020 treatment. siCHD8: cells depleted of CHD8; siCt, control cells. (D) Overlapping between R5020-dependent CHD8-target genes (green) and genes that are differentially regulated in response to R5020 in CHD8-silenced cells with respect to control cells (see Materials and Methods) (purple, siCHD8-affected genes). Chip-seq CHD8 peaks were assigned to the closer gene. (E) Effect of CHD8 depletion in progestin-dependent expression of the following genes: *HSD11B2*, *MMTV-Luc*, *DUSP1*, *FKBP5*, *NFE2L3* and *IL6ST*. Level of *CHD8* expression was determined as control of silencing (upper panel). mRNA levels were determined by RT-qPCR after 45 min or 6 h of stimulation. Data are the mean of at least n = 6 qPCR reactions from three independent experiments. Error bars represent ± SD values. * *p* < 0.001; ** *p* < 0.0001 with respect to siCt, using Student’s t-test. (F) ChIP analysis of CHD8 occupancy at the MMTV regulatory region upon stimulation with R5020 during 5 or 45 min. Data are the mean of at least n = 6 qPCR reactions from three independent experiments.

Next, we verified by RT-qPCR that CHD8 was required for normal progestin-dependent induction of several well known progesterone dependent genes that contain close hormone-dependent CHD8 binding sites, such as *HSD11B2*, *DUSP1*, *FKBP5*, *NFE2L3* and *IL6ST* genes. Thus, depletion of CHD8 severely impaired accumulation of mRNA, both 45 min and 6 h after progestin treatment (Fig 3E). As a control, we confirmed that a different siRNA that targets CHD8 had similar effects on expression of progesterone dependent genes (S6 Fig). T47D-MTVL cells contain a single copy of the MMTV-*Luc* transgene integrated in their genome [28]. CHD8 was also strongly enriched in a progestin-dependent manner at the MMTV-*Luc* transgene promoter (Fig 3F). Furthermore, depletion of CHD8 severely impaired induction of MMTV-*Luc* (Fig 3E and S6 Fig). In summary, these data demonstrate that CHD8 is necessary for progestin-dependent regulation, at least in a subset of target genes.

### PR is required for CHD8 recruitment to chromatin upon progestin stimulation

Next we selected four CHD8 peaks close to *HSD11B2*, *FKBP5*, *NFE2L3* and *IL6ST* genes that display high ChIP-seq enrichment for CHD8 and PR upon progestin stimulation (Fig 4A). These regions were also enriched for the typical enhancer factor p300 (Fig 4A). Therefore, we called these regions *HSD11B2e*, *FKBP5e*, *NFE2L3e* and *IL6STe*. All enhancers were located upstream of the corresponding genes (Fig 2C). Then, we decided to investigate how PR affects CHD8 recruitment to these enhancers and vice versa. First we analyzed PR and CHD8 recruitment to CHD8 progestin-dependent peaks in T47D-MTVL cells or in T47D-YV, a PR-negative clonal derivative cell line of T47D [32] (Fig 4B). We verified by western blotting that levels of CHD8 were identical in T47D-MTVL and in T47D-YV (Fig 4B). ChIP experiments performed 45 minutes after progestin stimulation confirmed that high levels of PR are recruited to all analyzed regions in T47D cells but, as expected, not in T47D-YV cells (Fig 4C). Interestingly, CHD8 was also strongly recruited to all analyzed regions in T47D-MTVL cells but not in T47D-YV cells, suggesting that PR is required for hormone-dependent CHD8 recruitment to PRbs (Fig 4C). A significant recruitment of CHD8 to the *IL6ST* regulatory region was observed in T47D-YV cells suggesting that CHD8 is recruited to this region, at least in part, independently of PR. Residual binding of progestin to other nuclear receptor might be responsible of this effect.

**Fig 4:**
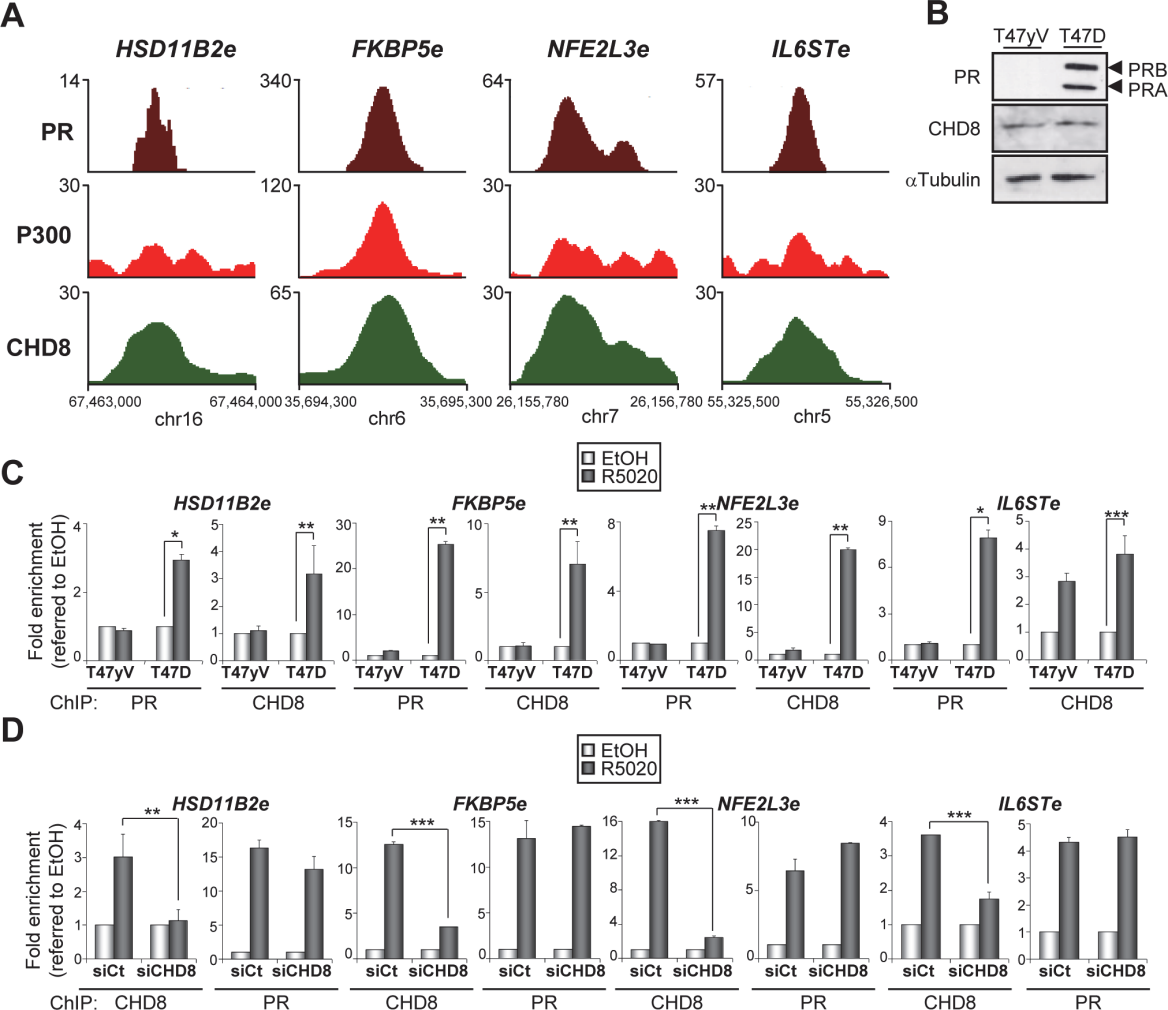
PR is necessary for hormone-dependent CHD8 recruitment to PR enhancers. (A) ChIP-seq binding profile for PR, P300 and CHD8 upon R5020 treatment at the indicated enhancer regions. Numbers in the y axis indicates number of reads, while numbers in the x axis indicate chromosomal position. (B) PR and CHD8 expression in T47-YV or T47D-MTVL was analyzed by Western blotting with anti-PR and anti-CHD8 antibodies. (C) ChIP analysis of PR and CHD8 occupancy at the indicated enhancers in T47-YV or T47D-MTVL cells stimulated with R5020 (R5020) or vehicle (EtOH) for 45 min. (D) ChIP analysis of CHD8 and PR at the indicated enhancers in T47D-MTVL cells transfected with control siRNA (siCt) or siRNA against CHD8 (siCHD8), and then stimulated with R5020 (R5020) or vehicle (EtOH) for 45 min. (C, D) Data are the mean of at least n = 6 qPCR reactions from three independent experiments. Error bars represent ± SD values. * *p* < 0.02; ** *p* < 0.01; *** *p* < 0.001 using Student’s t-test.

Next, we determined whether CHD8 is involved in PR recruitment to PRbs in T47D-MTVL cells. Fig 4D shows that CHD8 depletion (siCHD8) did not affect progestin-dependent PR recruitment to the four analyzed regulatory regions. As a control, we verified that silencing of CHD8 strongly decreased its association with chromatin, validating the ChIP signals. Taken together, these data indicate that PR is required for CHD8 recruitment to progesterone-dependent CHD8 binding sites, but PR does not require CHD8 for binding.

### Depletion of FOXA1 stimulates PR and CHD8 recruitment to PRbs

FOXA1 is a fork-head family transcription factor able to directly bind to DNA in the surface of a nucleosome [33]. Because of this pioneering ability, FOXA1 is able to facilitate estrogen receptor binding to the chromatin of hormone-dependent enhancers [34,35]. Since PR is able to bind directly to nucleosomes [28], it is unclear whether FOXA1 also cooperates with PR. ChIP-seq data of FOXA1 distribution in unstimulated T47D cells are available from ENCODE. Using these data we have observed that 52% (2358) of the CHD8 binding sites were also enriched for FOXA1 (Fig 5A). Furthermore, 54% (2022) of the CHD8-PR co-occupied regions were also occupied by FOXA1. Given this very significant enrichment (P = 1.17 x 10^–173^) we decided to study the role of FOXA1 in CHD8 and PR recruiting. First, we investigated using ChIP whether FOXA1 binds to the analyzed regulatory regions of *HSD11B2*, *FKBP5*, *NFE2L3* and *IL6ST* genes. As shown in Fig 5B significant levels of FOXA1 were found at all studied regions. FOXA1 occupancy after progestin treatment at *HSD11B2e*, *NFE2L3e* and *IL6STe* enhancers was similar in T47D-MTVL and T47D-YV cells, suggesting that PR is not involved in FOXA1 recruitment at these regions (Fig 5B). However, a possible role of ligand-bound PR in FOXA1 recruitment was observed at the *FKBP5e* enhancer (Fig 5B).

**Fig 5:**
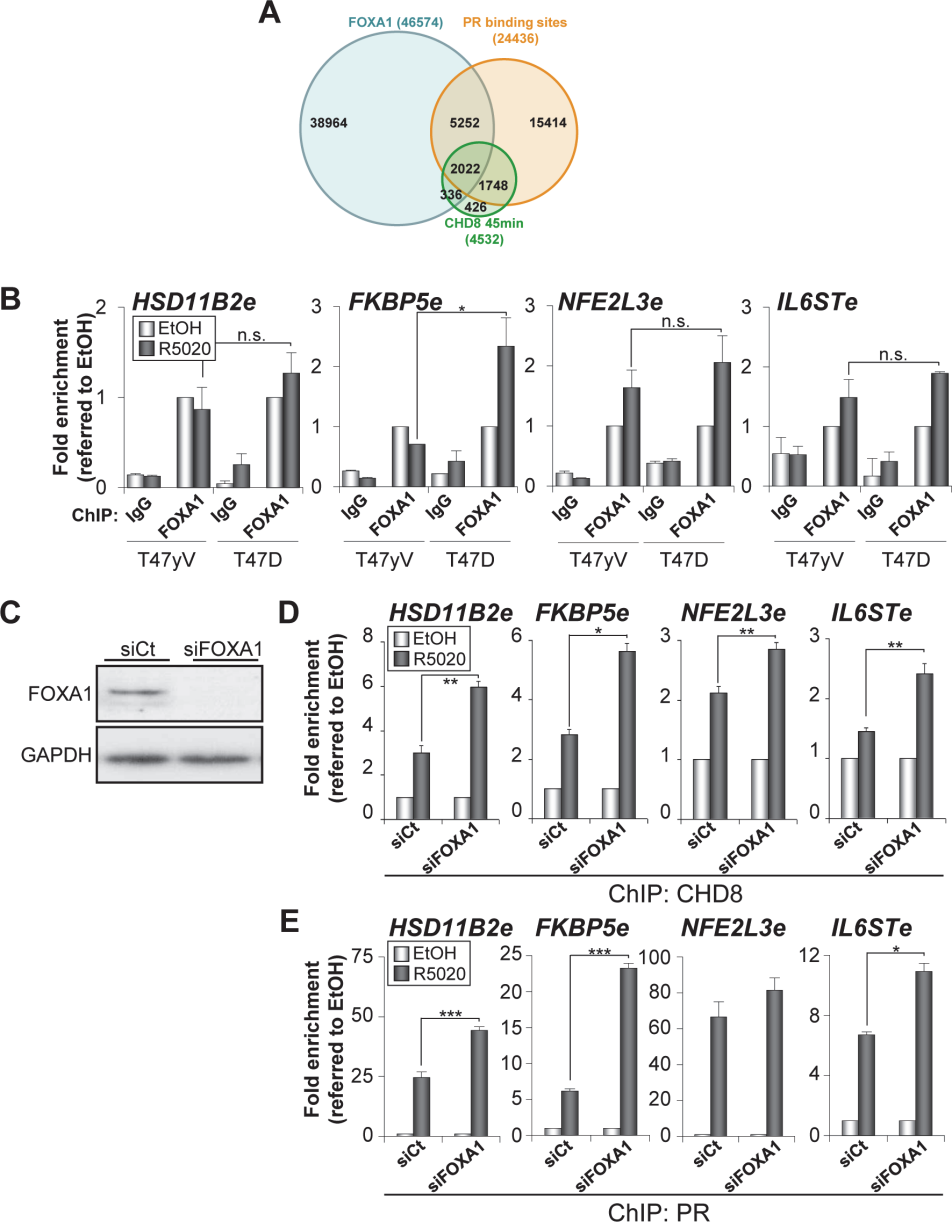
Depletion of FOXA1 stimulates PR and CHD8 recruitment to PRbs. (A) Overlapping between progesterone-dependent CHD8 binding sites (green), progesterone-dependent PRbs (red) [25] and FOXA1 binding sites (blue) in T47D cells (ENCODE dataset GSM803409). (B) ChIP analysis of FOXA1 occupancy at the indicated enhancers in T47-YV or T47D-MTVL cells stimulated with R5020 (R5020) or vehicle (EtOH) for 45 min. (C) Western blot analysis of FOXA1 expression upon transfection of T47D-MTVL cells with control siRNA (siCt) or siRNA against FOXA1 (siFOXA1). (D-E) ChIP analysis of CHD8 (D) and PR (E) at the indicated enhancer in T47D-MTVL cells transfected with control siRNA (siCt) or siRNA against FOXA1 (siFOXA1), and then stimulated with R5020 (R5020) or vehicle (EtOH) for 45 min. (B, D-E) Data are the mean of at least n = 6 qPCR reactions from three independent experiments. Error bars represent ± SD values. * *p* < 0.01; ** *p* < 0.001; *** *p* < 0.0001 using Student’s t-test; n.s., not significant.

Next, we determined the effect of FOXA1 silencing (Fig 5C) on the hormone-dependent recruitment of CHD8 and PR in T47D-MTVL cells. Surprisingly, depletion of FOXA1 significantly increased the level of occupancy of both PR and CHD8 at the four regulatory regions analysed (Fig 5D and 5E), suggesting that, at least in these progestin-dependent regulatory regions, FOXA1 does not help PR and subsequent CHD8 recruitment. Moreover, our data suggest that FOXA1 might compete with PR for binding to PR-enhancers.

### CHD8 interacts with human SWI/SNF complexes

PBAF and BAF are closely related chromatin remodelling complexes of the SWI/SNF family, which share multiple protein subunits. The BAF complex is required for progesterone-dependent gene activation [21,22,25]. Furthermore, BAF250 and BAF57, two of the subunits of the complex, interact with PR in a hormone-dependent manner [22]. Then, we decided to investigate whether CHD8 interacts with the SWI/SNF complexes. For that, we performed immunoprecipitation using anti-CHD8 antibodies from extracts of T47D-MTVL cells. CHD8 co-precipitated with the core subunits INI1/hSNF5/BAF47, BAF170 and BAF155 and with the ATPase BRG1 in T47D-MTVL cells (Fig 6A). All these subunits form part of both SWI/SNF complexes: BAF and PBAF. To identify the type of SWI/SNF complex interacting with CHD8, we also investigated the presence of BAF180, a PBAF-specific subunit, and BAF250, a BAF-specific subunit. As shown in Fig 6A both subunits co-precipitated with CHD8 indicating that CHD8 can interact with both complexes. The CHD8-SWI/SNF interaction was found both, in the presence and in the absence of hormone (S7A Fig). Next, we studied whether the SWI/SNF complex is required for CHD8 recruitment to PRbs. First, we verified by ChIP that BAF155, one of the core subunits of the complex, is recruited to the four analyzed CHD8-bound enhancers and to the MMTV promoter (Fig 6B). Then, we demonstrated that knockdown of BRG1 and BRM (S7B and S7C Fig) significantly impaired recruitment of CHD8 to the four analyzed PR enhancers and to the MMTV promoter (Fig 6C). Taken together, these data suggest that CHD8 interacts with the SWI/SNF complex and that this interaction contributes to recruit or to stabilize CHD8 at PRbs.

**Fig 6:**
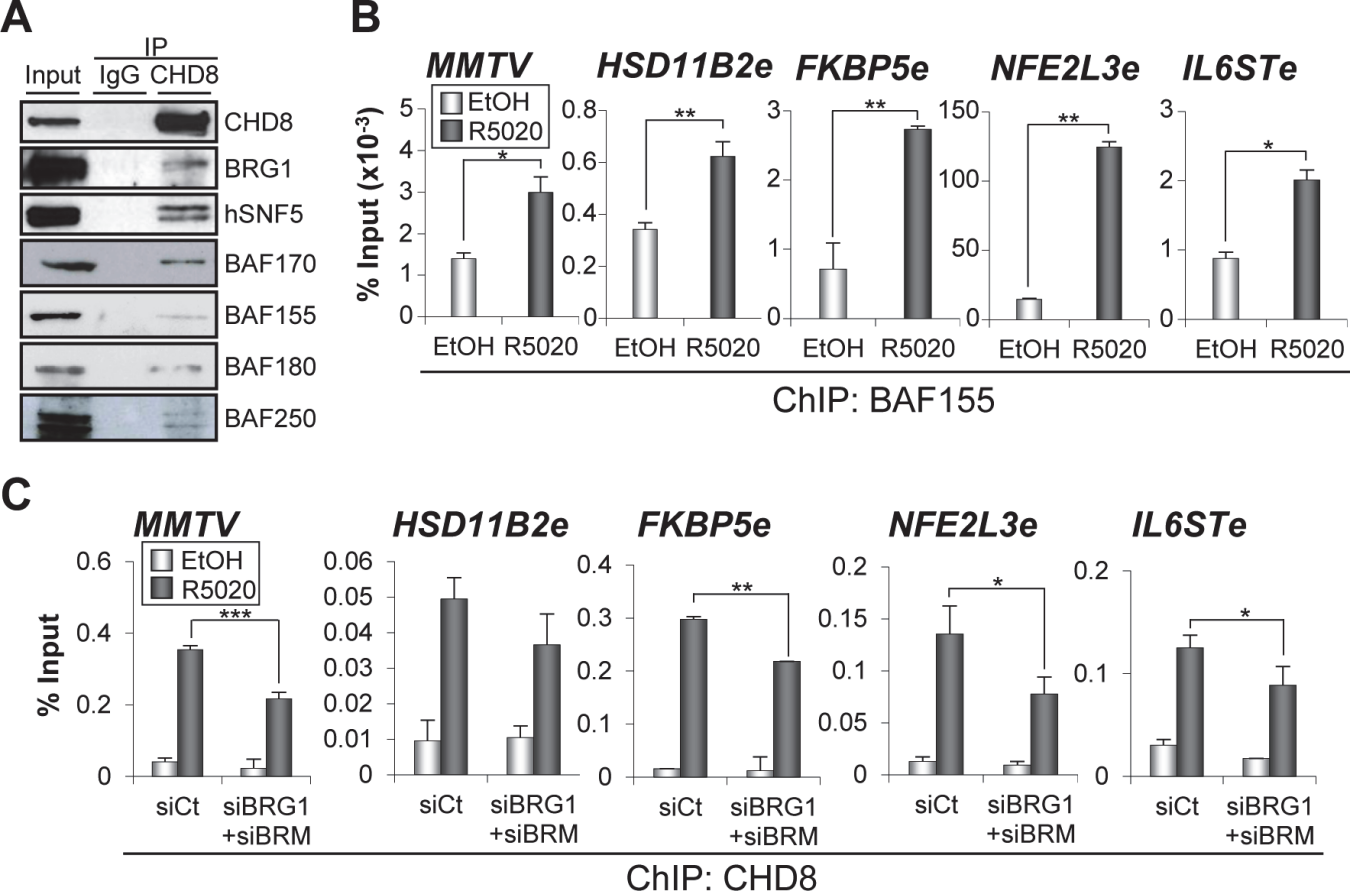
SWI/SNF complexes interact with CHD8 and are involved in CHD8 recruitment. (A) SWI/SNF subunits co-immunoprecipitate with CHD8. Extract from T47D-MTVL cells were subjected to immunoprecipitation using anti-CHD8 antibody. Precipitated proteins were then revealed by western blotting using the indicated antibodies against BAF or PBAF subunits. (B) ChIP analysis of BAF155 at the indicated regions in T47D-MTVL cells stimulated with R5020 (R5020) or vehicle (EtOH) for 45 min. (C) ChIP analysis of CHD8 at the indicated regions in T47D-MTVL cells transfected with control siRNA (siCt) or siRNA against BRM and BRG1 (siBRM+siBRG1), and then stimulated with R5020 (R5020) or vehicle (EtOH) for 45 min. (B, C) Data are the mean of at least n = 6 qPCR reactions from three independent experiments. Error bars represent ± SD values. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001 using Student’s t-test.

### CHD8 is not required for H3K27 acetylation but contributes to reorganize the chromatin of enhancer regions

Presence of H3K27Ac distinguishes active enhancer states from those poised for activation [36,37,38]. H3K27 is acetylated by p300 [39] and we have shown that CHD8 is enriched around p300 binding sites (Fig 2I). To further characterize the role of CHD8 in enhancer activation we investigated whether CHD8 affects the level of H3K27Ac at the four selected CHD8 binding sites. At the *FKBP5e* and *IL6STe* regions H3K27 acetylation was enhanced by R5020 (Fig 7A). However, significant levels of H3K27Ac were already observed under un-stimulated conditions at the *HSD11B2e* and *NFE2L3e* enhancers, which were not further stimulated by progestin (Fig 7A). Interestingly, CHD8 depletion did not affect the level of H3K27Ac at any of the analyzed regions, suggesting that CHD8 is not involved in p300 recruiting or H3K27 acetylation.

**Fig 7:**
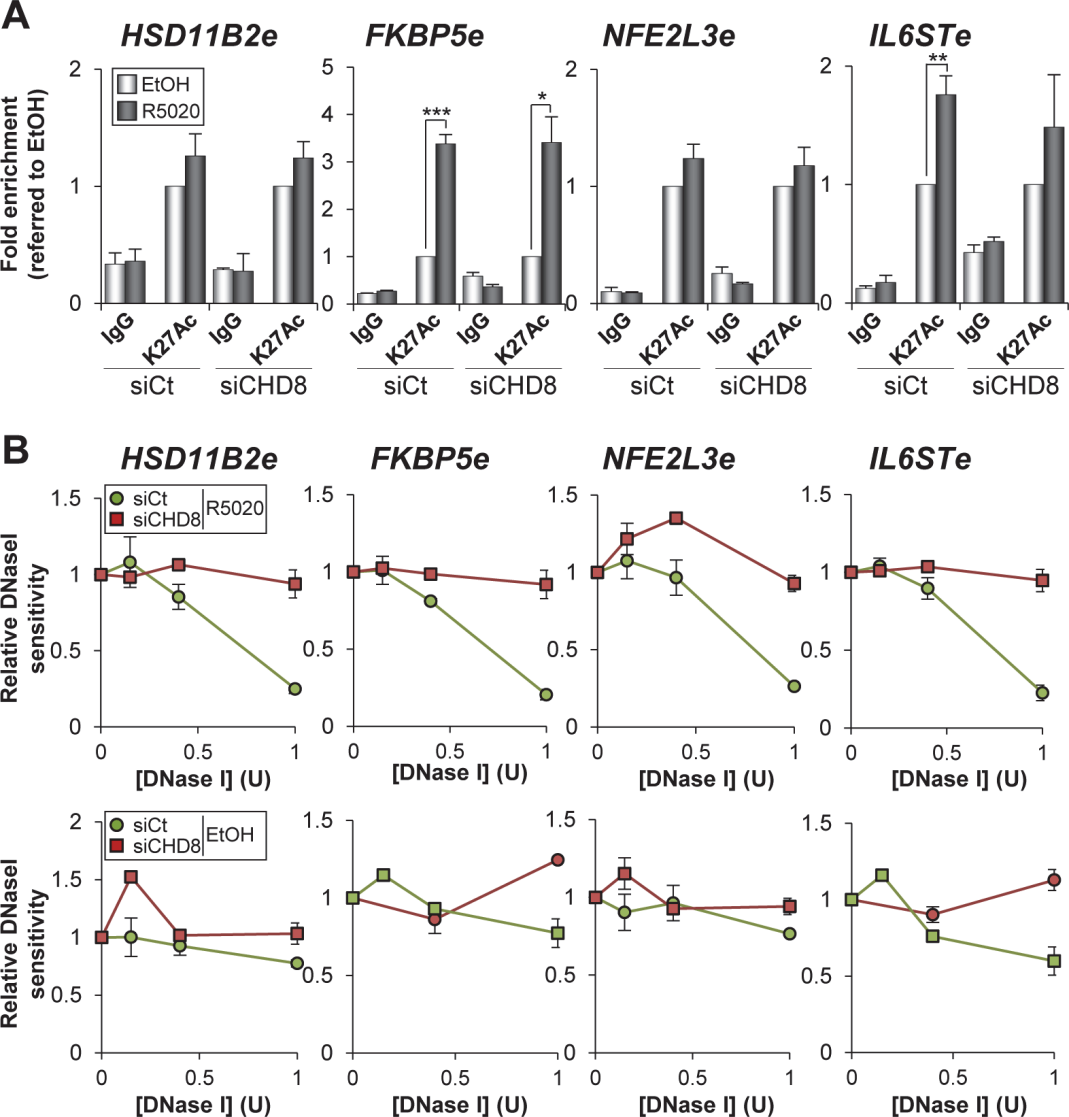
CHD8 involvement in modification of enhancer chromatin. (A) CHD8 is not required for H3K27 acetylation. ChIP analysis of H3K27Ac enrichment at the indicated enhancers in T47D-MTVL cells transfected with control siRNA (siCt) or siRNA against CHD8 (siCHD8), and then stimulated with R5020 (R5020) or vehicle (EtOH) for 45 min. Data are the mean of at least n = 6 qPCR reactions from three independent experiments. Error bars represent ± SD values. * *p* < 0.01; ** *p* < 0.001; *** *p* < 0.0001 using Student’s t-test. (B) CHD8 contributes to open chromatin at PR enhancers. DNase I sensitivity at the indicated regions in T47D-MTVL cells transfected with control siRNA or siRNA against CHD8, and then stimulated with R5020 or vehicle for 45 minutes. Error bars represent ± SD (n = 3).

Next we investigated whether CHD8 is required to open the chromatin of its target enhancers. For that, we performed quantitative DNase I sensitivity assays in *HSD11B2e*, *FKBP5e*, *NFE2L3e* and *IL6STe* enhancer regions in the presence of hormone or vehicle, as described in [40]. Interestingly, CHD8 knockdown decreased hormone-dependent accessibility to the enzyme of all the analyzed regions suggesting that CHD8 is involved in the hormone-dependent chromatin remodelling of these regions (Fig 7B).

### CHD8 is required for RNAPII recruitment and eRNA synthesis at PR enhancers

Several studies have shown that many active enhancers present significant occupancy of RNAPII and regulated production of bidirectional RNA, called eRNAs [41,42,43,44,45]. We have investigated whether RNAPII is recruited to *FKBP5e*, *NFE2L3e* and *IL6STe* enhancer regions and the order of recruitment with respect to PR and CHD8. For that, binding of PR, CHD8 and RNAPII at 0, 2, 5, 15 and 30 min after progestin stimulation was determined by ChIP-qPCR (Fig 8A). As previously reported for the MMTV promoter [21], PR was found at the enhancers as early as 2 min after hormone addition. CHD8 was absent at 2 min but was found at the 5 min time point, remaining in the enhancers during the 15 and 30 min time points. Finally, RNAPII occupancy increased between 15 and 30 min at the *FKPB5e* and only at 30 min at *NFE2L3e* and *IL6STe* enhancers (Fig 8A). These data indicate that RNAPII is recruited to the enhancers after PR and CHD8 and suggest that RNAPII recruitment is a late event during the process of enhancer activation. Then, we investigated the role of CHD8 in RNAPII recruitment. Interestingly, hormone-stimulated RNAPII occupancy was strongly impaired in CHD8-depleted cells (Fig 8B).

**Fig 8:**
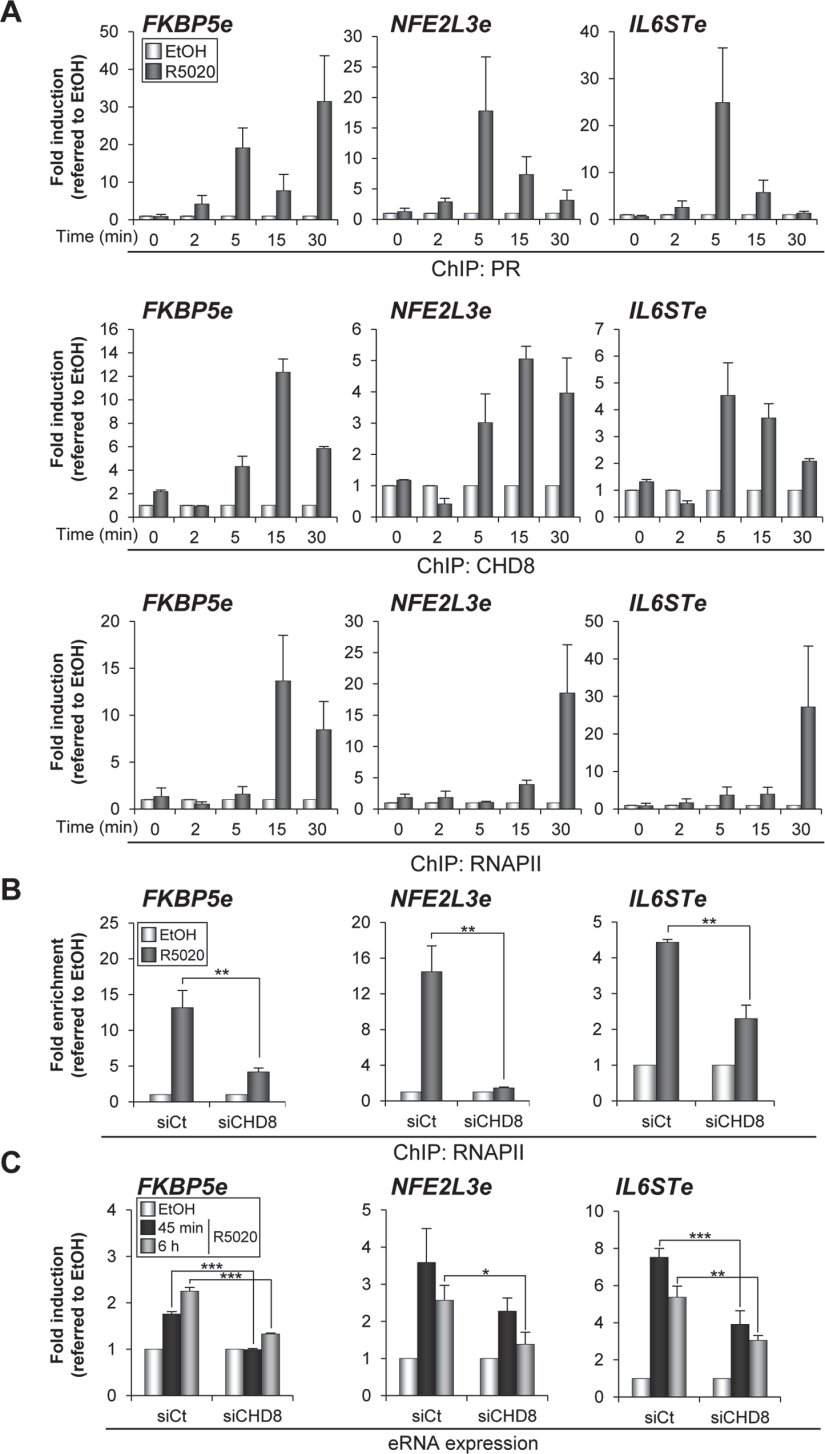
CHD8 is required for RNAPII recruitment and eRNA synthesis at PR enhancers. (A) Time course analysis of PR, CHD8 and RNAPII recruitment to *FKBP5e*, *NFE2L3e* and *IL6STe* enhancers by ChIP. T47D-MTVL cells were stimulated with R5020 (R5020) or vehicle (EtOH) for the indicated times and then processed for ChIP by using antibodies against PR, CHD8 and RNAPII. (B) ChIP analysis of RNAPII enrichment at the indicated enhancers in T47D-MTVL cells transfected with control siRNA (siCt) or siRNA against CHD8 (siCHD8), and then stimulated with R5020 (R5020) or vehicle (EtOH) for 45 min. (C) Expression of enhancer RNAs (eRNA) from the indicated enhancers in T47D-MTVL cells transfected with control siRNA (siCt) or siRNA against CHD8 (siCHD8), and then stimulated with R5020 (R5020) or vehicle (EtOH) for 45 min or 6 h. (A-C) Data are expressed as fold induction relative to the level in ethanol treated cells. Data are the mean of at least n = 6 qPCR reactions from three independent experiments. Error bars represent ± SD values. * *p* < 0.01; ** *p* < 0.001; *** *p* < 0.0001 using Student’s t-test.

Next, eRNA synthesis at *FKBP5e*, *NFE2L3e* and *IL6STe* enhancers was evaluated by RT-qPCR both 45 min and 6 h upon R5020 addition (see Materials and Methods). Progestin increased between 2 and 7 fold production of eRNAs already at 45 min and expression was maintained after 6 h (Fig 8C). As a control, we verified that no qPCR signal was observed in the absence of reverse transcriptase. Consistently with the effect of CHD8 depletion in RNAPII occupancy, silencing of CHD8 significantly impaired eRNA synthesis from the three analyzed regions (Fig 8C). These results indicate that CHD8 is required for RNAPII recruitment and enhancer transcription, at least from a subset of PR enhancers.

## Discussion

Steroid hormone transcriptional regulation requires binding of nuclear receptors to thousand of binding sites that mostly map in intergenic and intronic regions and that show features of transcription enhancers. The recent discovery of enhancer-associated transcripts opens the door to investigate how enhancer transcription is controlled. We, and others, have previously found that the chromatin remodeler CHD8 is found at promoters [9,13,14,16,17,19,46]. The data presented in this manuscript demonstrate that shortly after progestin stimulation of quiescent cells, CHD8 binds progesterone enhancers. Consistently, depletion of CHD8 impairs progestin-dependent transcriptional response. CHD8 recruiting requires PR, but not the pioneering factor FOXA1. We also show that CHD8 interacts with the SWI/SNF complex and that SWI/SNF is important for normal CHD8 recruitment. Furthermore, we demonstrate that CHD8 is not required for acetylation of H3K27 in enhancers, but it is necessary for DNase I accessibility, for normal recruitment of RNAPII and for the synthesis of progestin-dependent eRNAs, suggesting that CHD8 plays a role in late phases of progesterone enhancers activation.

### CHD8 binds promoters and enhancers

We have recently reported a promoter ChIP-on-chip analysis demonstrating that, in cervix carcinoma C33 cells, CHD8 binds around 2000 active promoters also enriched in H3K4me2 and H3K4me3, and that it is required for expression of E2F-dependent G1/S transition genes [17]. In agreement with these results, our genome-wide ChIP-seq analysis reveals that most of CHD8 is bound to promoters also enriched in RNAPII and H3K4me3 in proliferating T47D-MTVL cells. While this paper was in revision another group has also shown that CHD8 binds thousand of active promoters in an iPSC-derived neuronal progenitor cell line [47]. All these data from different cell lines support that CHD8 is a promoter-associated factor. However, upon progestin stimulation CHD8 was rarely found at promoters; instead it was recruited to a number of PRbs mostly located in intergenic and intronic regions enriched in H3K4me1 and p300, indicating that these sites are progesterone-dependent enhancers. Interestingly, under normal proliferation conditions, CHD8 was found at the promoters of genes close to these enhancers (p < 0.001). While this fact might suggest that CHD8 dynamically move from enhancers to close promoters, further experiments are required to demonstrate this association. Our data demonstrate that CHD8 binds both, promoters and enhancers upon specific stimulation such as progesterone. CHD8 has also been involved in AR-dependent [19] and ER-dependent [18] regulation. It is, therefore, possible that CHD8 also binds AR or ER enhancers in the presence of the appropriated hormonal stimulus.

CHD7 is a paralogue of CHD8 and both proteins has been shown to interact [48]. ChIP-seq analysis of mice ES cells has demonstrated that CHD7 is mostly associated with a subset of active enhancers and promoters [49,50]. Comparison of CHD8 genomic distribution with that of CHD7 available from ENCODE showed that only 7.1% and 5.6% of the CHD8 peaks overlap with CHD7 containing regions in K562 or H1 stem cells, respectively. Most enhancers are tissue- and cell line-specific and therefore it is difficult to compare genomic positions between different cell lines. Nevertheless, these data suggest that although CHD7 and CHD8 may cooperate in some genomic locations, they also have specific independent roles.

It has been reported that CTCF interacts with the carboxy-terminus of CHD8 and that CHD8 co-occupy several CTCF binding sites [11]. Our genome-wide study demonstrates that, in the absence of progesterone, 16.5% of the CHD8 binding sites are enriched for CTCF and 4.4% of CTCF sites are occupied by CHD8. While this percentage is largely higher than expected by chance, it is clear that CHD8 might only be involved in CTCF function in a small percentage of insulators. Since CTCF sites are often located at enhancer regions [51] and enhancer looping activity has been related to CTCF and cohesins [52], it is possible that the CHD8-CTCF co-occupancy is more related to the role of CHD8 in enhancers than to specific functions in insulation. In the presence of progestin the number of sites co-occupied by CTCF and CHD8 is even lower, suggesting that their association is not related to progesterone dependent transcription.

### How is CHD8 recruited to progesterone enhancers?

Here we show that CHD8 is not recruited to four selected progesterone enhancers in the absence of PR, indicating that PR is essential for the recruiting. This is consistent with our time-course experiment where PR was found at the enhancers earlier than CHD8 upon hormone addition. However, we have been unable to detect direct PR-CHD8 interaction suggesting that CHD8 may be recruited through interaction with other co-regulators of PR enhancers. Despite the very significant overlapping between the pioneering factor FOXA1 and CHD8 binding sites, we show that FOXA1 silencing even increased CHD8 occupancy at the four analyzed enhancers, indicating that FOXA1 is not required for CHD8 recruitment. The chromatin remodelling BAF complex is recruited to PRbs [25] and is required for progesterone-dependent remodelling of the MMTV promoter [21,22]. Interestingly, we have observed that CHD8 interacts with both SWI/SNF complexes: BAF and PBAF. In addition, two high throughput proteomic analysis have identified co-immunoprecipitation of CHD8 and SWI/SNF subunits [53,54]. Since PR directly interacts with BAF complex it is possible that CHD8 is recruited to PRbs through interaction with the BAF complex. Consistently with this hypothesis, knocking down of BRG1 and BRM reduced CHD8 recruiting. Interestingly, it has been reported that the CHD8 paralogue, CHD7, interacts with PBAF, the other human SWI/SNF complex [55]. Whether other CHD8 paralogues, CHD6 and CHD9, also interact with SWI/SNF complexes is unknown. It is also unclear the extent to which CHD8 and SWI/SNF complexes cooperate and whether they can have common and independent targets. It is worth noting that both, SWI/SNF complexes and CHD8 are required for activation of E2F-dependent genes at the G1/S transition [17] [56].

On the other hand, we have reported that the chromodomains of CHD8 binds dimethylated and trimethylated H3K4 peptides [16]. H3K4me2 modification is typically associated with enhancers [57,58,59]. In addition, Vicent et al. reported that H3K4 methylation by the ASCOM (ASC-2 [activating signal cointegrator-2] complex) is required for the progesterone-dependent induction of the MMTV promoter [21]. Therefore, it is possible that CHD8 chromodomains interaction with methylated H3K4 also contributes to the recruitment or the stabilization of CHD8 at PR enhancers.

### How does CHD8 regulate PR enhancers?

We have shown that CHD8 depletion does not impair PR binding. Since PR directly interacts with BAF complex it is unlikely that CHD8 is required for BAF recruitment or activity. In fact, we show that BRG1 and BRM are required for normal CHD8 occupancy of PR enhancers suggesting that CHD8 acts downstream of the BAF complex. Another common step of enhancer activation is acetylation of H3K27 by the histone acetyltransferase p300 [29,36,37,38]. Ballare et al., found that progestin-dependent PR biding sites were enriched in regions that contained p300 under un-stimulated conditions and that, in general, the level of p300 increased upon hormone treatment. We have observed that progestin stimulated H3K27 acetylation at the *FKBP5e* and *IL6STe* enhancers but not at the *HSD11B2e* and *NFE2L3e* enhancers. Depletion of CHD8 did not affect levels of H3K27Ac at any of the regions, suggesting that CHD8 was not involved in this step of enhancer activation.

Numerous reports have evidenced that enhancer activation involves RNAPII recruiting and synthesis of eRNA, monodirectional or bidirectional transcripts of 0.5 to 5 kb. Recent results demonstrate that eRNAs are involved in transcriptional activation of neighbouring genes, in enhancer-promoter looping and in directing chromatin-remodelling events at specific promoters [60,61,62,63,64]. The time-course experiment shown in Fig 8A indicates that RNAPII is recruited between 15 and 30 minutes after hormone stimulation, while PR and CHD8 reach the enhancers around 2 and 5 min after stimulation, respectively. We show that depletion of CHD8 strongly impairs recruiting of RNAPII and synthesis of eRNAs, demonstrating that CHD8 is required for these late events of progesterone enhancers activation. In *Drosophila*, the CHD8 orthologous Kismet is found at transcriptionally active genes in polytene chromosomes [65]. Kismet mutations reduce the level of phosphorylated elongating RNAPII but not the level of initiating RNAPII, suggesting that Kismet is involved in transcription elongation. Human CHD8 interacts with elongating RNAPII [16]. Furthermore, CHD8-depleted cells are hypersensitive to drugs that inhibit phosphorylation of serine 2 of the carboxy-terminal domain (CTD) of POLR2A, the largest subunit of RNAPII (DRB and flavopiridol), an early step of the transcription cycle [16]. These data suggest that, as Kismet, CHD8 may also be involved in elongation. Kaikkonen et al., have recently reported that eRNA synthesis is sensitive to flavopiridol [58], suggesting that eRNA synthesis also requires CTD serine 2 phosphorylation. Therefore, it is possible that CHD8 is required for transcription elongation of eRNAs at PR enhancers.

We also show that CHD8 is required to increase DNase I sensitivity at enhancers upon hormone treatment, suggesting that CHD8 may be involved in the hormone-dependent nucleosomal remodeling that occurs at a subset of PRbs [25]. It is well known that transcription increases DNase I sensitivity of gene bodies [66,67]. Therefore, it is also possible that CHD8 effect on DNase I sensitivity is caused by its role in enhancer transcription.

Vicent et al. demonstrated that BAF and NURF chromatin remodelling machines are required for PR-dependent activation of the MMTV promoter and other PR enhancers [22,25]. Now we add a third actor, CHD8, to the list of remodelers required for progesterone-dependent activation. However, CHD8 seems to be recruited only to at subset of PRbs, including the MMTV promoter. Future experiments will be required to find what determines CHD8 recruitment to some PRbs and not to others. It is worth noting that it has been reported that CHD9 interacts in vitro with nuclear receptors such as PPARA (PPARα), NR1I3 (CAR), NR3C1, ESR1 (ERα) and RXRA [68,69]. So, it is tempting to speculate that other CHD8 paralogues may also regulate, redundantly or non-redundantly with CHD8, hormone-dependent enhancers activation.

## Materials and Methods

### Cell culture and experimental conditions

T47D-MTVL human breast cancer cells carrying one stably integrated copy of the luciferase reporter gene under the control of the MMTV promoter [28] and T47D-YV cells (PR-negative clonal derivative cell line of T47D [32,70]) were routinely grown in RPMI 1640 medium supplemented with 10% FBS, 2 mM L-glutamine, 100 U/ml penicillin and 100 mg/ml streptomycin. Cells were grown exponentially (in 10% FBS) or subjected to serum-free conditions in RPMI medium without phenol red during 48 h. After serum starvation, cells were incubated with 10 nM R5020 or vehicle (ethanol; EtOH) for the indicated times.

### ChIP assays

ChIP assays were performed as described [71] using anti-CHD8 (A301-224A) from Bethyl Laboratories or home-made rabbit anti-CHD8 [16], anti-RNAPII (N-20) (sc-899), anti-PR (H-190) (sc-7208), anti-BAF155 (R-18) (sc-9746) and anti-FOXA1 (H-120) (sc-22841) from Santa Cruz Biotechnology, and anti-H3K27Ac (ab4729) from Abcam. Chromatin was sonicated to an average fragment size of 400 to 500 bp using the Diagenode Bioruptor. Rabbit IgG (Sigma) was used as a control for non-specific interactions. Input was prepared with 10% of the chromatin material used for immunoprecipitation. Input material was diluted 1:10 before PCR amplification. Quantification of immunoprecipitated DNA was performed by real-time PCR (qPCR) with the Applied Biosystems 7500 FAST real-time PCR system, using Applied Biosystems Power SYBR green master mix. Sample quantifications by qPCR were performed in triplicate. Sequences of all oligonucleotides are available upon request. Data are the average of at least three independent experiments.

### ChIP-seq

ChIP was performed as described above using anti-CHD8 (A301-224A, Bethyl Laboratories). ChIP-DNA was purified and subjected to deep sequencing using the Solexa Genome Analyzer (Illumina). The sequence reads were aligned to the human genome reference (assembly hg19). ChIP-seq peak calling, genomic annotation of peaks and comparison between ChIP-seq and ENCODE datasets were performed using ChIPseeqer (v.2.1) [72]. An empirical approach was followed to estimate the FDR, which involves using control data set as ChIP-seq data and the ChIP-seq data as the pseudo-control data and running peak detection. The FDR is defined as the ratio of the number of peaks detected in this pseudo-control analysis, to the number of peaks detected in the real ChIP-seq experiment. Motif analysis was performed using FIRE algorithm [73], included in the ChIPseeqer framework, MEME suite [74], Weeder PScan [75] and TRANSFAC database [76]. CHD8 ChIP-seq data are available from the GEO database (accession number GSE49134). RNAPII, H3K4me3 and PR ChIP-seq data in T47D were previously reported [25]. GEO accession number for FOXA1 and CTCF ChIP-seq data are GMS803409, GSM803348.

### RNAi experiments

All siRNAs were transfected using Oligofectamine (Invitrogen) according to the manufacturer’s instructions, with following siRNA sequences: for siCHD8, 5′-GAGCAAGCUCAACACCAUC-3′; siFOXA1, 5′-GAGAGAAAAAAUCAACAGC-3′; siCt, 5′-CGUACGCGGAAUACUUCGA-3′; siBRG1, 5′-GCGACUCACUGACGGAGAA-3′; and siBRM, 5′-GAAAGGAGGUGCUAAGACA-3′. After transfection, medium was replaced by serum-free fresh medium without phenol red. After 48 h in serum-free conditions, cells were treated with 10 nM R5020 or vehicle (EtOH) for the indicated times. The down-regulation of CHD8, FOXA1, BRG1 and BRM was confirmed by RT-PCR and Western blotting, respectively.

### Microarray expression analysis

T47D-MTVL cells were grown in serum-free conditions, as explained previously, during 48 h and treated with 10 nM R5020 or vehicle (EtOH) during 6 h. Total RNA was isolated in triplicate from cells using RNeasy Mini Kit (Qiagen). Purity and quality of isolated RNA were assessed by RNA 6000 Nano assay on a 2100 Bioanalyzer (Agilent Technologies, Santa 6 Clara, CA). RNA (100 ng) was used for production of end-labelled biotinylated ssDNA. Labelled ssDNA was hybridized to the GeneChip human Gene 1.0 ST array oligonucleotide microarray (Affymetrix, Santa Clara, CA) according to manufacturer’s recommendations. The arrays were scanned using the GeneChip Scanner 3000 7G (Affymetrix), and raw data were extracted from the scanned images and analyzed with the Affymetrix GeneChip Command Console Software (Affymetrix). The raw array data were pre-processed and normalized using the Robust Multichip Average (RMA) method [77]. Data were further processed using oneChannelGUI [78]. The log2 intensities for each probe were used for further analysis. Genes where considered as hormone induced when change of gene expression was >1.5 (linear fold change) and p-value < 0.01. Gene expression was considered as CHD8-dependent when [hormone-dependent change in siCHD8]/[hormone-dependent change in siCt] was higher than 1.20 or lower than 0.8. Microarray data are available from the GEO database (accession number GSE62257).

### DNase I assay

DNase I assay was performed as previously described [40]. Briefly, 2 μg of crosslinked chromatin were treated with 0.5, 1, and 2 units of DNase I (Roche) for 3 min at 37°C. Control samples were incubated in the absence of DNaseI. Reactions were stopped by adding EDTA and the crosslinking was reversed by incubating the samples at 65°C. DNA was then isolated, quantified and used as template for qPCR reactions using specific primers.

### RNA extraction and RT-PCR

Total RNA was prepared by using the RNeasy Kit (Qiagen), as described in the manufacturer’s instructions; note that the step of DNase I digestion was included to avoid potential DNA contamination. cDNA was generated from 800 ng of total RNA (for progesterone-dependent mRNA induction analysis) using Superscript First Strand Synthesis System (Invitrogen). For progesterone-dependent eRNA induction analysis 2 μg of total RNA was used. In the case of *FKBP5e* and *HSD11B2e* eRNA determination, strand-specific oligonucleotides were used for RT, in order to avoid expression form close promoters. cDNA (2 μl) was used as a template for qPCR. Gene products were quantified by real-time PCR with the Applied Biosystems 7500 FAST real-time PCR system, using Applied Biosystems Power SYBR green master mix. Sequences of all oligonucleotides are available upon request. Values were normalized to the expression of the 28S housekeeping gene. Each experiment was performed at least in duplicate, and qPCR quantifications were performed in triplicate.

### Co-immunoprecipitation assays and western blot

Co-immunoprecipitations were performed as described in [17] using the anti-CHD8 antibody (A301-224A) from Bethyl Laboratories. Rabbit or mouse purified IgG (Sigma-Aldrich) were used as a control. 3% Input and precipitated proteins were separated by SDS/PAGE, and visualized by Western blotting with the indicated antibodies using ECL Plus (GE Healthcare), according to the manufacturer’s instructions. Antibodies used for western blotting were: anti-BRG1 (H88, sc-10768), anti-BAF155 (R-18, sc-9746), anti-BAF170 (E-6, sc-17838), anti-PR (H-190) (sc-7208) and anti-FOXA1 (H-120) (sc-22841), and anti-hSNF5 (C20, sc-16189) from Santa Cruz Biotechnology; anti-CHD8 (A301-224A) and anti-BAF180 (A301-590A) from Bethyl; anti-BAF250 (04–080) from Millipore; α-tubulin antibody (DM1A, T9026) from Sigma Aldrich and anti-BRM (ab15597) from Abcam.

## Supporting Information

S1 Fig CHD8 binds gene promoters in proliferating T47D-MTVL cells. (A) ChIP-qPCR analysis of CHD8 binding to *CCND1*, *HDS11B2* and *CCNE2* promoters using a home-made anti-CHD8 antibody [16]. Pre-immune serum (PreI) was used as negative control. (B) CHD8 ChIP signal was reduced upon knockdown of CHD8 by siRNA. ChIP-qPCR analysis of CHD8 using anti-CHD8 antibody (A301-224A, Bethyl Laboratories) at the indicated promoters, in T47D-MTVL cells transfected with control siRNA (siCt) or siRNA against CHD8 (siCHD8).
(PDF) Click here for additional data file.

S2 Fig Analysis of CHD8 binding sites in proliferating T47D-MTVL cells. (A) Gene ontology functional categories of CHD8 target genes in proliferating T47D-MTVL cells, analyzed by DAVID [79]. The numbers at the right represent the statistical enrichment *(P* value) and the bars represent the percentage of CHD8 target genes within a functional category. (B) The top transcription factor binding motifs of CHD8 bound promoters in proliferating T47D-MTVL cells, analyzed using Weeder PScan [75] and TRANSFAC database [76]. The associated logo with the matrix and the statistical enrichment (*P*-value) are also shown.
(PDF) Click here for additional data file.

S3 Fig CHD8 enrichment at TSS after hormone treatment. CHD8 occupancy after 5 (red) or 45 (green) min of R5020 treatment, plotted as the normalized tag density around TSS.
(PDF) Click here for additional data file.

S4 Fig CHD8 enrichment at H3K4me1 sites after hormone treatment. CHD8 occupancy after 5 (red) or 45 (green) min of R5020 treatment, plotted as the normalized tag density around the centre of H3K4me1 enriched regions.
(PDF) Click here for additional data file.

S5 Fig Analysis of overlapping between CHD8 and CTCF sites. (A) Venn-diagram showing overlap between CHD8 and CTCF peaks in proliferating T47D-MTVL cells. (B) Distribution of CHD8-CTCF co-occupied sites, relative to known RefSeq genes. Promoters: ± 2 kb around transcription start site (TSS); Downstream extremities: ± 2 kb around transcription end site; Exons: exonic regions; Introns: intronic regions; Intergenic > 2 kb away from RefSeq TSS. (C) Venn-diagram showing overlap between CHD8 and CTCF peaks in T47D-MTVL cells upon hormone induction with R5020.
(PDF) Click here for additional data file.

S6 Fig Effect of CHD8 depletion in progestin-dependent expression. T47D-MTVL cells were transfected with a control siRNA or siCHD8-2 specifically targeting CHD8. Forty-eight hours after transfection cells were stimulated with progestin (R5020) or vehicle (EtOH) for 45 min. Expression of the following genes: *HSD11B2*, *MMTV-Luc*, *DUSP1*, *FKBP5*, *NFE2L3* and *IL6ST* was monitored by RT-qPCR. Level of *CHD8* expression was determined as control of silencing.
(PDF) Click here for additional data file.

S7 Fig SWI/SNF complexes interact with CHD8. (A) SWI/SNF subunits co-immunoprecipitate with CHD8 both in the presence and in the absence of progestin. Extract from T47D-MTVL cells treated with R5020 (+) or vehicle (-) for 45 min were subjected to immunoprecipitation using anti-CHD8 antibody. Precipitated proteins were then revealed by western blotting using the indicated antibodies. (B) RT-qPCR analysis of *BRG1* and *BRM* expression upon transfection of T47D-MTVL cells with control siRNA (siCt) or a pool of siRNAs against *BRM* and *BRG1* (siBRG1+siBRM). After 48 hours, cells were stimulated during 45 min with progestin (R5020) or vehicle (EtOH). (C) Western blot analysis of BRG1 and BRM expression upon transfection of T47D-MTVL cells with control siRNA (siCt) or siRNAs against BRG1 and BRM (siBRG1 siBRM).
(PDF) Click here for additional data file.

## References

[1] LenhardB, SandelinA, CarninciP (2012) Metazoan promoters: emerging characteristics and insights into transcriptional regulation. Nat Rev Genet 13: 233–245. 10.1038/nrg3163 22392219

[2] CaloE, WysockaJ (2013) Modification of enhancer chromatin: what, how, and why? Mol Cell 49: 825–837. 10.1016/j.molcel.2013.01.038 23473601PMC3857148

[3] MastonGA, LandtSG, SnyderM, GreenMR (2012) Characterization of enhancer function from genome-wide analyses. Annu Rev Genomics Hum Genet 13: 29–57. 10.1146/annurev-genom-090711-163723 22703170

[4] VossTC, HagerGL (2014) Dynamic regulation of transcriptional states by chromatin and transcription factors. Nat Rev Genet 15: 69–81. 10.1038/nrg3623 24342920PMC6322398

[5] MastonGA, EvansSK, GreenMR (2006) Transcriptional regulatory elements in the human genome. Annu Rev Genomics Hum Genet 7: 29–59. 1671971810.1146/annurev.genom.7.080505.115623

[6] HargreavesDC, CrabtreeGR (2011) ATP-dependent chromatin remodeling: genetics, genomics and mechanisms. Cell Res 21: 396–420. 10.1038/cr.2011.32 21358755PMC3110148

[7] NarlikarGJ, SundaramoorthyR, Owen-HughesT (2013) Mechanisms and Functions of ATP-Dependent Chromatin-Remodeling Enzymes. Cell 154: 490–503. 10.1016/j.cell.2013.07.011 23911317PMC3781322

[8] MarfellaCG, ImbalzanoAN (2007) The Chd family of chromatin remodelers. Mutat Res 618: 30–40. 1735065510.1016/j.mrfmmm.2006.07.012PMC1899158

[9] ThompsonBA, TremblayV, LinG, BocharDA (2008) CHD8 is an ATP-dependent chromatin remodeling factor that regulates beta-catenin target genes. Mol Cell Biol 28: 3894–3904. 10.1128/MCB.00322-08 18378692PMC2423111

[10] NishiyamaM, NakayamaK, TsunematsuR, TsukiyamaT, KikuchiA, et al (2004) Early embryonic death in mice lacking the beta-catenin-binding protein Duplin. Mol Cell Biol 24: 8386–8394. 1536766010.1128/MCB.24.19.8386-8394.2004PMC516734

[11] IshiharaK, OshimuraM, NakaoM (2006) CTCF-dependent chromatin insulator is linked to epigenetic remodeling. Mol Cell 23: 733–742. 1694936810.1016/j.molcel.2006.08.008

[12] SakamotoI, KishidaS, FukuiA, KishidaM, YamamotoH, et al (2000) A novel beta-catenin-binding protein inhibits beta-catenin-dependent Tcf activation and axis formation. J Biol Chem 275: 32871–32878. 1092192010.1074/jbc.M004089200

[13] NishiyamaM, OshikawaK, TsukadaY, NakagawaT, IemuraS, et al (2009) CHD8 suppresses p53-mediated apoptosis through histone H1 recruitment during early embryogenesis. Nat Cell Biol 11: 172–182. 10.1038/ncb1831 19151705PMC3132516

[14] NishiyamaM, SkoultchiAI, NakayamaKI (2012) Histone H1 recruitment by CHD8 is essential for suppression of the Wnt-beta-catenin signaling pathway. Mol Cell Biol 32: 501–512. 10.1128/MCB.06409-11 22083958PMC3255766

[15] FangM, OuJ, HutchinsonL, GreenMR (2014) The BRAF oncoprotein functions through the transcriptional repressor MAFG to mediate the CpG Island Methylator phenotype. Mol Cell 55: 904–915. 10.1016/j.molcel.2014.08.010 25219500PMC4170521

[16] Rodriguez-ParedesM, Ceballos-ChavezM, EstellerM, Garcia-DominguezM, ReyesJC (2009) The chromatin remodeling factor CHD8 interacts with elongating RNA polymerase II and controls expression of the cyclin E2 gene. Nucleic Acids Res 37: 2449–2460. 10.1093/nar/gkp101 19255092PMC2677868

[17] Subtil-RodriguezA, Vazquez-ChavezE, Ceballos-ChavezM, Rodriguez-ParedesM, Martin-SuberoJI, et al (2014) The chromatin remodeller CHD8 is required for E2F-dependent transcription activation of S-phase genes. Nucleic Acids Res 42: 2185–2196. 10.1093/nar/gkt1161 24265227PMC3936757

[18] CaldonCE, SergioCM, SchutteJ, BoersmaMN, SutherlandRL, et al (2009) Estrogen regulation of cyclin E2 requires cyclin D1 but not c-Myc. Mol Cell Biol 29: 4623–4639. 10.1128/MCB.00269-09 19564413PMC2725719

[19] MenonT, YatesJA, BocharDA (2010) Regulation of androgen-responsive transcription by the chromatin remodeling factor CHD8. Mol Endocrinol 24: 1165–1174. 10.1210/me.2009-0421 20308527PMC2875808

[20] BeatoM, VicentGP (2012) Impact of chromatin structure and dynamics on PR signaling. The initial steps in hormonal gene regulation. Mol Cell Endocrinol 357: 37–42. 10.1016/j.mce.2011.09.004 21945605

[21] VicentGP, NachtAS, Font-MateuJ, CastellanoG, GavegliaL, et al (2011) Four enzymes cooperate to displace histone H1 during the first minute of hormonal gene activation. Genes Dev 25: 845–862. 10.1101/gad.621811 21447625PMC3078709

[22] VicentGP, ZaurinR, NachtAS, LiA, Font-MateuJ, et al (2009) Two chromatin remodeling activities cooperate during activation of hormone responsive promoters. PLoS Genet 5: e1000567 10.1371/journal.pgen.1000567 19609353PMC2704372

[23] VicentGP, BallareC, NachtAS, ClausellJ, Subtil-RodriguezA, et al (2006) Induction of progesterone target genes requires activation of Erk and Msk kinases and phosphorylation of histone H3. Mol Cell 24: 367–381. 1708198810.1016/j.molcel.2006.10.011

[24] PedramA, RazandiM, SainsonRC, KimJK, HughesCC, et al (2007) A conserved mechanism for steroid receptor translocation to the plasma membrane. J Biol Chem 282: 22278–22288. 1753579910.1074/jbc.M611877200

[25] BallaréC, CastellanoG, GavegliaL, AlthammerS, Gonzalez-VallinasJ, et al (2013) Nucleosome-driven transcription factor binding and gene regulation. Mol Cell 49: 67–79. 10.1016/j.molcel.2012.10.019 23177737

[26] YinP, RoqueiroD, HuangL, OwenJK, XieA, et al (2012) Genome-wide progesterone receptor binding: cell type-specific and shared mechanisms in T47D breast cancer cells and primary leiomyoma cells. PLoS One 7: e29021 10.1371/journal.pone.0029021 22272226PMC3260146

[27] ClarkeCL, GrahamJD (2012) Non-overlapping progesterone receptor cistromes contribute to cell-specific transcriptional outcomes. PLoS One 7: e35859 10.1371/journal.pone.0035859 22545144PMC3335806

[28] TrussM, BartschJ, SchelbertA, HacheRJ, BeatoM (1995) Hormone induces binding of receptors and transcription factors to a rearranged nucleosome on the MMTV promoter in vivo. Embo J 14: 1737–1751. 773712510.1002/j.1460-2075.1995.tb07163.xPMC398267

[29] ViselA, BlowMJ, LiZ, ZhangT, AkiyamaJA, et al (2009) ChIP-seq accurately predicts tissue-specific activity of enhancers. Nature 457: 854–858. 10.1038/nature07730 19212405PMC2745234

[30] HeintzmanND, HonGC, HawkinsRD, KheradpourP, StarkA, et al (2009) Histone modifications at human enhancers reflect global cell-type-specific gene expression. Nature 459: 108–112. 10.1038/nature07829 19295514PMC2910248

[31] CuddapahS, JothiR, SchonesDE, RohTY, CuiK, et al (2009) Global analysis of the insulator binding protein CTCF in chromatin barrier regions reveals demarcation of active and repressive domains. Genome Res 19: 24–32. 10.1101/gr.082800.108 19056695PMC2612964

[32] SartoriusCA, GroshongSD, MillerLA, PowellRL, TungL, et al (1994) New T47D breast cancer cell lines for the independent study of progesterone B- and A-receptors: only antiprogestin-occupied B-receptors are switched to transcriptional agonists by cAMP. Cancer Res 54: 3868–3877. 8033109

[33] ZaretKS, CarrollJS (2011) Pioneer transcription factors: establishing competence for gene expression. Genes Dev 25: 2227–2241. 10.1101/gad.176826.111 22056668PMC3219227

[34] LupienM, EeckhouteJ, MeyerCA, WangQ, ZhangY, et al (2008) FoxA1 translates epigenetic signatures into enhancer-driven lineage-specific transcription. Cell 132: 958–970. 10.1016/j.cell.2008.01.018 18358809PMC2323438

[35] HurtadoA, HolmesKA, Ross-InnesCS, SchmidtD, CarrollJS (2011) FOXA1 is a key determinant of estrogen receptor function and endocrine response. Nat Genet 43: 27–33. 10.1038/ng.730 21151129PMC3024537

[36] CreyghtonMP, ChengAW, WelsteadGG, KooistraT, CareyBW, et al (2010) Histone H3K27ac separates active from poised enhancers and predicts developmental state. Proc Natl Acad Sci U S A 107: 21931–21936. 10.1073/pnas.1016071107 21106759PMC3003124

[37] Rada-IglesiasA, BajpaiR, PrescottS, BrugmannSA, SwigutT, et al (2012) Epigenomic annotation of enhancers predicts transcriptional regulators of human neural crest. Cell Stem Cell 11: 633–648. 10.1016/j.stem.2012.07.006 22981823PMC3751405

[38] Rada-IglesiasA, BajpaiR, SwigutT, BrugmannSA, FlynnRA, et al (2011) A unique chromatin signature uncovers early developmental enhancers in humans. Nature 470: 279–283. 10.1038/nature09692 21160473PMC4445674

[39] TieF, BanerjeeR, StrattonCA, Prasad-SinhaJ, StepanikV, et al (2009) CBP-mediated acetylation of histone H3 lysine 27 antagonizes Drosophila Polycomb silencing. Development 136: 3131–3141. 10.1242/dev.037127 19700617PMC2730368

[40] Di StefanoB, SardinaJL, van OevelenC, CollombetS, KallinEM, et al (2014) C/EBPalpha poises B cells for rapid reprogramming into induced pluripotent stem cells. Nature 506: 235–239. 10.1038/nature12885 24336202

[41] De SantaF, BarozziI, MiettonF, GhislettiS, PollettiS, et al (2010) A large fraction of extragenic RNA pol II transcription sites overlap enhancers. PLoS Biol 8: e1000384 10.1371/journal.pbio.1000384 20485488PMC2867938

[42] DjebaliS, DavisCA, MerkelA, DobinA, LassmannT, et al (2012) Landscape of transcription in human cells. Nature 489: 101–108. 10.1038/nature11233 22955620PMC3684276

[43] KimTK, HembergM, GrayJM, CostaAM, BearDM, et al (2010) Widespread transcription at neuronal activity-regulated enhancers. Nature 465: 182–187. 10.1038/nature09033 20393465PMC3020079

[44] WangD, Garcia-BassetsI, BennerC, LiW, SuX, et al (2011) Reprogramming transcription by distinct classes of enhancers functionally defined by eRNA. Nature 474: 390–394. 10.1038/nature10006 21572438PMC3117022

[45] HahN, MurakamiS, NagariA, DankoCG, KrausWL (2013) Enhancer transcripts mark active estrogen receptor binding sites. Genome Res 23: 1210–1223. 10.1101/gr.152306.112 23636943PMC3730096

[46] YuanCC, ZhaoX, FlorensL, SwansonSK, WashburnMP, et al (2007) CHD8 associates with human Staf and contributes to efficient U6 RNA polymerase III transcription. Mol Cell Biol 27: 8729–8738. 1793820810.1128/MCB.00846-07PMC2169411

[47] SugathanA, BiagioliM, GolzioC, ErdinS, BlumenthalI, et al (2014) CHD8 regulates neurodevelopmental pathways associated with autism spectrum disorder in neural progenitors. Proc Natl Acad Sci U S A 111: E4468–4477. 10.1073/pnas.1405266111 25294932PMC4210312

[48] BatsukhT, PieperL, KoszuckaAM, von VelsenN, Hoyer-FenderS, et al (2010) CHD8 interacts with CHD7, a protein which is mutated in CHARGE syndrome. Hum Mol Genet 19: 2858–2866. 10.1093/hmg/ddq189 20453063

[49] SchnetzMP, BartelsCF, ShastriK, BalasubramanianD, ZentnerGE, et al (2009) Genomic distribution of CHD7 on chromatin tracks H3K4 methylation patterns. Genome Res 19: 590–601. 10.1101/gr.086983.108 19251738PMC2665778

[50] SchnetzMP, HandokoL, Akhtar-ZaidiB, BartelsCF, PereiraCF, et al (2010) CHD7 targets active gene enhancer elements to modulate ES cell-specific gene expression. PLoS Genet 6: e1001023 10.1371/journal.pgen.1001023 20657823PMC2904778

[51] MelgarMF, CollinsFS, SethupathyP (2011) Discovery of active enhancers through bidirectional expression of short transcripts. Genome Biol 12: R113 10.1186/gb-2011-12-11-r113 22082242PMC3334599

[52] DegnerSC, Verma-GaurJ, WongTP, BossenC, IversonGM, et al (2011) CCCTC-binding factor (CTCF) and cohesin influence the genomic architecture of the Igh locus and antisense transcription in pro-B cells. Proc Natl Acad Sci U S A 108: 9566–9571. 10.1073/pnas.1019391108 21606361PMC3111298

[53] DawsonMA, PrinjhaRK, DittmannA, GiotopoulosG, BantscheffM, et al (2011) Inhibition of BET recruitment to chromatin as an effective treatment for MLL-fusion leukaemia. Nature 478: 529–533. 10.1038/nature10509 21964340PMC3679520

[54] HoL, JothiR, RonanJL, CuiK, ZhaoK, et al (2009) An embryonic stem cell chromatin remodeling complex, esBAF, is an essential component of the core pluripotency transcriptional network. Proc Natl Acad Sci U S A 106: 5187–5191. 10.1073/pnas.0812888106 19279218PMC2654397

[55] BajpaiR, ChenDA, Rada-IglesiasA, ZhangJ, XiongY, et al (2010) CHD7 cooperates with PBAF to control multipotent neural crest formation. Nature 463: 958–962. 10.1038/nature08733 20130577PMC2890258

[56] NaglNGJr., WangX, PatsialouA, Van ScoyM, MoranE (2007) Distinct mammalian SWI/SNF chromatin remodeling complexes with opposing roles in cell-cycle control. Embo J 26: 752–763. 1725593910.1038/sj.emboj.7601541PMC1794396

[57] HeintzmanND, StuartRK, HonG, FuY, ChingCW, et al (2007) Distinct and predictive chromatin signatures of transcriptional promoters and enhancers in the human genome. Nat Genet 39: 311–318. 1727777710.1038/ng1966

[58] KaikkonenMU, SpannNJ, HeinzS, RomanoskiCE, AllisonKA, et al (2013) Remodeling of the enhancer landscape during macrophage activation is coupled to enhancer transcription. Mol Cell 51: 310–325. 10.1016/j.molcel.2013.07.010 23932714PMC3779836

[59] PekowskaA, BenoukrafT, Zacarias-CabezaJ, BelhocineM, KochF, et al (2011) H3K4 tri-methylation provides an epigenetic signature of active enhancers. Embo J 30: 4198–4210. 10.1038/emboj.2011.295 21847099PMC3199384

[60] MousaviK, ZareH, Dell'orsoS, GrontvedL, Gutierrez-CruzG, et al (2013) eRNAs Promote Transcription by Establishing Chromatin Accessibility at Defined Genomic Loci. Mol Cell 51: 606–617. 10.1016/j.molcel.2013.07.022 23993744PMC3786356

[61] MeloCA, DrostJ, WijchersPJ, van de WerkenH, de WitE, et al (2013) eRNAs are required for p53-dependent enhancer activity and gene transcription. Mol Cell 49: 524–535. 10.1016/j.molcel.2012.11.021 23273978

[62] LiW, NotaniD, MaQ, TanasaB, NunezE, et al (2013) Functional roles of enhancer RNAs for oestrogen-dependent transcriptional activation. Nature 498: 516–520. 10.1038/nature12210 23728302PMC3718886

[63] LamMT, ChoH, LeschHP, GosselinD, HeinzS, et al (2013) Rev-Erbs repress macrophage gene expression by inhibiting enhancer-directed transcription. Nature 498: 511–515. 10.1038/nature12209 23728303PMC3839578

[64] LaiF, OromUA, CesaroniM, BeringerM, TaatjesDJ, et al (2013) Activating RNAs associate with Mediator to enhance chromatin architecture and transcription. Nature 494: 497–501. 10.1038/nature11884 23417068PMC4109059

[65] SrinivasanS, ArmstrongJA, DeuringR, DahlsveenIK, McNeillH, et al (2005) The Drosophila trithorax group protein Kismet facilitates an early step in transcriptional elongation by RNA Polymerase II. Development 132: 1623–1635. 1572867310.1242/dev.01713

[66] GarelA, AxelR (1976) Selective digestion of transcriptionally active ovalbumin genes from oviduct nuclei. Proc Natl Acad Sci U S A 73: 3966–3970. 106927910.1073/pnas.73.11.3966PMC431285

[67] WeintraubH, GroudineM (1976) Chromosomal subunits in active genes have an altered conformation. Science 193: 848–856. 94874910.1126/science.948749

[68] MaromR, ShurI, HagerGL, BenayahuD (2006) Expression and regulation of CReMM, a chromodomain helicase-DNA-binding (CHD), in marrow stroma derived osteoprogenitors. J Cell Physiol 207: 628–635. 1652350110.1002/jcp.20611

[69] SurapureddiS, ViswakarmaN, YuS, GuoD, RaoMS, et al (2006) PRIC320, a transcription coactivator, isolated from peroxisome proliferator-binding protein complex. Biochem Biophys Res Commun 343: 535–543. 1655403210.1016/j.bbrc.2006.02.160

[70] JacobsenBM, RicherJK, SchittoneSA, HorwitzKB (2002) New human breast cancer cells to study progesterone receptor isoform ratio effects and ligand-independent gene regulation. J Biol Chem 277: 27793–27800. 1202127610.1074/jbc.M202584200

[71] StruttH, ParoR (1999) Mapping DNA target sites of chromatin proteins in vivo by formaldehyde crosslinking. Methods Mol Biol 119: 455–467. 1080453210.1385/1-59259-681-9:455

[72] GiannopoulouEG, ElementoO (2011) An integrated ChIP-seq analysis platform with customizable workflows. BMC Bioinformatics 12: 277 10.1186/1471-2105-12-277 21736739PMC3145611

[73] ElementoO, SlonimN, TavazoieS (2007) A universal framework for regulatory element discovery across all genomes and data types. Mol Cell 28: 337–350. 1796427110.1016/j.molcel.2007.09.027PMC2900317

[74] BaileyTL, BodenM, BuskeFA, FrithM, GrantCE, et al (2009) MEME SUITE: tools for motif discovery and searching. Nucleic Acids Res 37: W202–208. 10.1093/nar/gkp335 19458158PMC2703892

[75] PavesiG, MereghettiP, MauriG, PesoleG (2004) Weeder Web: discovery of transcription factor binding sites in a set of sequences from co-regulated genes. Nucleic Acids Res 32: W199–203. 1521538010.1093/nar/gkh465PMC441603

[76] MatysV, Kel-MargoulisOV, FrickeE, LiebichI, LandS, et al (2006) TRANSFAC and its module TRANSCompel: transcriptional gene regulation in eukaryotes. Nucleic Acids Res 34: D108–110. 1638182510.1093/nar/gkj143PMC1347505

[77] IrizarryRA, BolstadBM, CollinF, CopeLM, HobbsB, et al (2003) Summaries of Affymetrix GeneChip probe level data. Nucleic Acids Res 31: e15 1258226010.1093/nar/gng015PMC150247

[78] SangesR, CorderoF, CalogeroRA (2007) oneChannelGUI: a graphical interface to Bioconductor tools, designed for life scientists who are not familiar with R language. Bioinformatics 23: 3406–3408. 1787554410.1093/bioinformatics/btm469

[79] Huang daW, ShermanBT, LempickiRA (2009) Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc 4: 44–57. 10.1038/nprot.2008.211 19131956

How the deposited data were processed for this re-analysis (not part of the article)

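Gene expression was measured in T47D-MTVL breast cancer cells transfected with a control siRNA (siCt) or an siRNA against CHD8 (siCHD8) and treated with vehicle (EtOH) or 10 nM R5020 for 6 h after 48 h without serum, on 3 arrays for each of the 4 conditions. The sample labels name these as biological replicates. ChIP-seq, RT-qPCR and reporter experiments of the study are not analysed here.

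The deposited values are log2 intensities per probe set of Affymetrix Human Gene ST arrays, which the authors extracted from the scans and normalized by RMA (background correction, quantile normalization between arrays and summary of the probes of a probe set). The versions, the probe set definition and any filter are not given in the sources used here. No further normalization was applied. The table holds 33297 probe sets, and none of its columns was left unused. The platform annotation pairs 19461 of them with 1 gene symbol, 1753 with several and 12083 with none. The last were left out, and 21214 were tested. Of those with 1 symbol, 19429 matched the RefSeq gene table of assembly GRCh38.p14 by their Entrez ID, which changed 0 symbols; this table served for names only, and no coordinates are given. The 1-symbol probe sets carry 18418 distinct symbols, and 703 of the probe sets tested hold the same 12 values as another, so counts of probe sets are not counts of genes. A gene with several probe sets is given by the brightest.

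A linear model with 1 mean per condition was fitted to the 12 arrays with limma 3.58.1 in R 4.3.3 (lmFit, contrasts, eBayes), with Benjamini-Hochberg adjustment over the probe sets tested. The contrasts were R5020 against vehicle in siCt and in siCHD8, the difference between these responses (interaction), and siCHD8 against siCt with vehicle and with R5020. Hormone and knockdown genes were called at an adjusted p under 0.01 and a fold over 1.5, and interaction genes at an adjusted p under 0.05. CHD8-dependent genes follow the ratio of hormone changes, siCHD8 over siCt, above 1.20 or below 0.8; its scale is not given in the sources used here, so linear folds were divided and log2 changes taken as an alternative. The hormone genes were also chosen on the mean response of siCt and siCHD8, on siCHD8, and on 2 of 3 siCt replicates with the change taken from the third. Their mean level per array was compared by an exact permutation test. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

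Conditions, designs, thresholds, alternatives, gene lists and the rule for named genes were fixed before the data were examined. The rule takes every gene the paper names, the 12 probe sets with the largest rise and the 12 with the largest fall for the hormone in siCt, up to 10 each way for the knockdown in vehicle and for the interaction, all with 1 symbol and, for hormone and knockdown, with the 3 arrays of a condition beyond the 3 of the other, and up to 4 members of each list described. TMPRSS2 is not analysed here, and some items that the rule takes are not reported here. The lists were targets of the progestin and glucocorticoid receptors, immediate early genes, G1/S and DNA replication genes, mitosis genes, Wnt/beta-catenin targets, p53 targets, estrogen receptor targets, steroid receptors and coregulators, SWI/SNF subunits, the CHD family, interferon response genes, heat shock genes, unfolded protein and amino acid stress genes, cholesterol and fatty acid synthesis genes, metallothioneins, ribosomal protein genes, luminal epithelial markers, basal and mesenchymal markers, and, as markers of other cell types, fibroblast markers and blood and endothelial markers. Members were counted at an adjusted p under 0.05. Lists were tested by camera with a preset correlation of 0.01, by camera with an estimated correlation and by fry. For fry the directional p is given unless its mixed test is named. The test of the lists for the knockdown with R5020 was added after the data were seen.

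The alternatives were median centring, quantile normalization, dim probe sets left out, all probe sets, 1 probe set per gene, a trended and robust variance, array weights, a fit of the compared conditions alone, the replicate number as a block, other thresholds and each array left out in turn. Leaving out the arrays siCt EtOH replicate 3 and siCHD8 EtOH replicate 1 together was added after the data were seen. The fit was tested on simulated data with the real arrays' means and spreads over 21214 probe sets. At a log2 change of 1, 77.6% of changed probe sets were recovered for the hormone in siCt, 58.2% for the interaction and 82.1% for the knockdown in vehicle; for an interaction of 0.5 it was 5.97% and for one of 2 it was 93.9%.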

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

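Tests chosen only after the result was seen are the permutations of the share, of the attenuation and of the unadjusted interaction p, all tests with the common siRNA effect removed, and the selection and normalization tests on higher and lower genes apart.

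R5020 lowered the RNA of several receptors and factors through which steroid hormones act in siCt, in genes whose array response the paper does not report. FOXA1, a pioneer factor of luminal cells, had a log2 change of -1.65 (SE 0.12, adjusted p = 2.27e-07 from limma), PGR, the progesterone receptor gene, of -1.23 (SE 0.11, adjusted p = 1.4e-06) and ESR1, the estrogen receptor gene, of -0.97 (SE 0.12, adjusted p = 3.6e-05). In siCHD8 the changes were -1.41, -1.50 and -0.91, and none of the 3 differed between siCt and siCHD8 at an adjusted p under 0.05. A second, dimmer ESR1 probe set had -0.06 (adjusted p = 0.791).

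In siCHD8 cells, for which the paper gives no count of hormone-responsive genes of their own, 1189 probe sets were called for R5020. In 10 splits of the 6 siCHD8 arrays into 3 and 3 only 1, the real one, gave as many, and the highest of the others gave 0; for siCt the real split gave 1390 and the highest of the others 0, again 1 of 10. So few splits cannot give a share under 0.05.

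The hormone changes were smaller in siCHD8 for 77.4% of the genes raised and 69.1% of those lowered in siCt. Genes chosen on the mean response had a smaller change in 59.5% (57.1% to 62.1% with 1 array left out), 65.5% of the higher genes (58.6% to 69.3%, the lowest without siCHD8 EtOH replicate 1) and 48.1% of the lower genes (39.7% to 60.0%), so the choice of the genes on the siCt arrays may account for the pattern but is left open in all 3, since their ranges cross a limit set at 60% or at 40%. After quantile normalization the shares were 56.2% (52.6% to 58.7%), 60.2% (54.0% to 63.8%) and 49.8% (41.8% to 56.8%), and after median centring they were 63.1%, 70.7% and 44.0%, which leaves a difference in scale between arrays open too, since over all genes and the lower ones the shares lay between 40% and 60% before quantile normalization, and for the higher ones the range crosses 60%. A partial loss of the response of raised genes with less CHD8 stays a hypothesis.

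With the siRNA labels permuted within treatment, 9 of 100 splits gave a median attenuation of the higher genes as large as the real 0.179 (highest other 0.245, median of the others 0.048) and 32 of 100 one of the lower genes as large as 0.134 (highest other 0.338, median of the others 0.088). For the CHD8-dependent share 11 of 100 were as large as 35.0% (highest other 50, median of the others 23), and for unadjusted interaction p under 0.05 it was 8 of 100 at 2027 (highest other 4223). By these splits chance was not excluded for any of these measures, but the siRNA effect common to both treatments enters some of the splits. The 0 interaction genes of the real split cannot be weighed this way, since each split gives at least 0 (100 of 100). The split with 373 interaction genes sets siCt EtOH with siCHD8 R5020, so its contrast is the siRNA effect common to both treatments, a structure of the samples. Splits near it hold part of that effect, so the permuted values are not a reference for chance alone. With that common effect removed, 1 of 100 splits was as large for the higher genes (highest other 0.168), 18 for the lower genes (0.218), 2 for the share (36.55) and 4 for the unadjusted p (3256). Removal sets the crossed split to 0 by construction, which favours the real split, so both versions are given. For the lower genes neither version excluded chance. For the other measures the versions differ, so chance is left undecided.

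Between siCHD8 and siCt with vehicle, which the paper does not compare across genes, 10 probe sets were called, 5 higher and 5 lower. SERPINA6, the gene of corticosteroid-binding globulin, was at -1.04 (SE 0.11, adjusted p = 0.00152 from limma) and at -1.02 with R5020 (adjusted p = 0.00202). RRAGD, a GTPase of amino acid signalling to mTORC1, was at 0.79 (SE 0.09, adjusted p = 0.00401), DEPTOR, an inhibitor of mTOR, at 0.94 (SE 0.12), GPNMB at 0.99 (SE 0.13), the polyamine enzyme gene SAT1 at 0.81 (SE 0.11) and MEAF6 at 0.70 (SE 0.10). ISYNA1 (-0.88, SE 0.11), CDC20B (-0.87, SE 0.12), UPK3B (-0.84, SE 0.11) and ASS1 (-0.72, SE 0.10), the argininosuccinate synthase gene, were lower. With R5020 the differences were smaller for the genes other than SERPINA6, at 0.12 for RRAGD, 0.29 for DEPTOR, 0.67 for GPNMB, 0.25 for SAT1, 0.16 for MEAF6, -0.38 for ISYNA1, -0.69 for CDC20B, -0.53 for UPK3B and -0.43 for ASS1. The genes called with vehicle were chosen on the vehicle arrays, which favours a smaller difference with R5020. The difference between the hormone responses of siCHD8 and siCt passed for none of them (adjusted p 0.49 to 0.972 from limma). With R5020 the 2 called were SERPINA6 and NREP (0.96, SE 0.12, adjusted p = 0.00648), the second named after its values were seen.

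With any 1 array left out, 0 to 2 probe sets passed the limits with vehicle. RRAGD lost its call without any 1 of the 12 arrays, at an adjusted p of 0.0105 to 0.0222, while its log2 change lay between 0.77 (without siCt EtOH replicate 2) and 0.80 (without siCt EtOH replicate 1). SERPINA6 lost its call without siCt EtOH replicate 1 (-1.06, adjusted p = 0.0119), siCt EtOH replicate 2 (-1.03, 0.0175), siCt EtOH replicate 3 (-1.05, 0.0123) or siCHD8 EtOH replicate 2 (-1.07, 0.0115), so its log2 change stayed near -1.04 while the adjusted p rose. In 10 splits of the 6 vehicle arrays only 1, the real one, gave as many as 10 (highest other 0), and likewise 1 of 10 for the 2 genes with R5020 (highest other 0), too few splits for a share under 0.05. An interferon response to the siRNA is argued against as the whole cause by the median of the interferon list, -0.004 (quartiles -0.153 and 0.084), against the 0.3 set as the limit. On the arrays, which hold 1 siRNA per target, off-target effects cannot be separated from loss of CHD8 and were not tested; the second CHD8 siRNA that the paper reports as a control is not analysed here.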

How the results depend on the processing

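The alternative without siCt EtOH replicate 3 and siCHD8 EtOH replicate 1, whose array weights are the lowest (0.389 and 0.417), was chosen after the data were seen. The hormone genes in siCt numbered 1128 (without siCt R5020 replicate 1) to 1412 with 1 array left out and 1243 to 1704 under the other alternatives except limma's treat, with 320 (247 higher, 73 lower) in siCt and 266 in siCHD8, where the null is a fold of 1.5. In siCHD8 they numbered 945 to 1235 with 1 array left out. Knockdown genes with vehicle and with R5020 numbered 23 and 6 without dim probe sets, 0 and 0 over all probe sets (more are tested), 27 and 22 with a trended and robust variance, 3 and 72 with array weights, 0 and 0 in a fit of the compared conditions alone (fewer arrays), 175 and 155 at an unadjusted p under 0.01, 53 and 35 at an adjusted p under 0.05, and 0 and 0 by treat. Median centring gave 1 with R5020, leaving out 1 array 0 to 2 for both, and leaving out both low-weight arrays 0 with vehicle. With the unadjusted p under 0.05 they were 2574 and 2952 in limma.

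The CHD8 level, with vehicle and with R5020, was -0.602 (adjusted p = 0.0413) and -0.62 (0.0466) after quantile normalization and -0.58 (0.0467) and -0.616 (0.0424) with a trended and robust variance. It was -0.695 (without siCHD8 EtOH replicate 1) to -0.505 and -0.672 to -0.53 with 1 array left out, and with R5020 -0.616 (adjusted p = 0.0218) without both low-weight arrays. Over the alternatives the adjusted p was 0.0413 to 0.187 and 0.0218 to 0.259.

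The CHD8-dependent share was 54.03% (751) with log2 changes divided, 0% (0) by the interaction test over all probe sets, 0.2158% (3) over the hormone genes alone, 29.67% without both low-weight arrays, and 31.44% (without siCHD8 EtOH replicate 1) to 45.22% (without siCt EtOH replicate 2) with 1 array left out. Interaction genes numbered 0 in limma, 0 to 1 with 1 array left out (1 without siCHD8 R5020 replicate 1), and 420 at an unadjusted p under 0.01 with the ratio limits. The attenuation of higher and lower genes was -0.1042 and -0.01696 (reversed) for genes chosen on the mean response. For genes called in siCHD8, a choice that favours a larger change there, it was -0.01564 and -0.1593 (reversed). It was -0.4389 and 0.4006 for CHD8-dependent genes alone, and -0.1033 and 0.05667 as means with each siCt replicate held out of the choice in turn. By replicate held out it was -0.208 and 0.032 for replicate 1, -0.074 and 0.091 for replicate 2 and -0.028 and 0.047 for replicate 3. With 1 array left out it was -0.2364 (without siCt EtOH replicate 2) to -0.1292 and 0.09093 (without siCHD8 EtOH replicate 3) to 0.1825 (without siCt EtOH replicate 1), and -0.1182 for higher genes without both low-weight arrays. Where not named, the cause was not tested.

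Replicate numbers do not pair the arrays: deviations of the same number correlated at -0.247 to 0.196 over 18 pairs, and 5 of 12 arrays correlated best with their own number. With the replicate block, 1335 hormone genes were called in siCt, 1321 of them among the 1390, the hormone genes in siCHD8 numbered 1132, and there were 0 for the interaction and 1 and 0 for the knockdown with vehicle and with R5020. Of 283 results on named genes, 11 lost their call, in 134 cases, and 1 gained it; of 100 on lists, 23 lost it in 52 cases and 14 gained it in 21, and 0 reversed. NR3C1 lost its call for the hormone in siCt without siCt R5020 replicate 2 (-0.60, adjusted p = 0.0112). The signal over background of each array is not given, so its effect on dim probe sets is limited to the alternative without them.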

Differences from the paper's values

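No test reported here was chosen after the result was seen. The paper's median log2 hormone change of CHD8-dependent higher genes is about 0.84 in siCt and about 0.41 in siCHD8 in Fig 3C, read by eye, against 0.94 and 0.50 here. The margin used was 0.055, the pooled SD of the mean level per array, which is not the error of a median or of a reading by eye. Of the 21 alternatives set before the data were examined, 0 bring the first within this margin. For the second 2 do so, median centring and without siCt EtOH replicate 2, while 19 do not. For dependent lower genes the paper's medians are about -0.79 in siCt and about -0.41 in siCHD8, against -0.825 and -0.447 here. Both lie within the margin for lower genes, 0.0436, and 15 of 21 alternatives take each outside it.

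CHD8 mRNA in siCHD8 is about 26% of siCt with vehicle and about 29% with R5020 in Fig 3E by RT-qPCR in the paper, read by eye, and 66.9% and 65.3% by array here. By RT-qPCR the paper's hormone fold of HSD11B2 in siCt is about 20, of DUSP1 in siCt about 7.4 and of NFE2L3 in siCHD8 about 0.8, read by eye in Fig 3E, against array folds of 7.12, 2.49 and 2.47 here. Over the 16 alternatives CHD8 ran from 61.77% to 70.47% with vehicle and from 62.76% to 69.26% with R5020, so none reached the paper's values. None of the 15 alternatives for these folds did so either. Fig 3E holds a shorter stimulation time besides 6 h, and the arrays hold 6 h alone. Which time the values read by eye belong to is not stated here. The array folds of IL6ST, 4.58 in siCt and 3.19 in siCHD8, lie beside about 4.7 and about 3.1 in the same panel, that of NFE2L3 in siCt, 3.87, beside about 4.9, that of HSD11B2 in siCHD8, 4.53, beside about 6.8, and that of DUSP1 in siCHD8, 2.09, beside about 2.9.

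The paper words its limit on p as an FDR in the results and as a p-value in the methods. At the limits of the results text, an FDR under 0.01 and a fold over 1.5, the paper gives 1170 hormone genes, 793 higher and 377 lower, and 1390 probe sets, 933 and 457, were found here. The paper's CHD8-dependent share is 52.5% (614 genes) and that found here 35.0% (487) with linear folds divided. The scale of the ratio is not given in the sources used here, and with log2 changes divided the share is 54.0% (751), while among the 1620 (1075 higher, 545 lower) called at an unadjusted p under 0.01, the wording of the methods, it is 38.0% (616) with linear folds. The paper counts about 430 dependent higher genes and about 180 dependent lower genes in Fig 3C, against 307 and 180. Over the 21 alternatives set before the data were examined the first runs from 251 (without siCt R5020 replicate 1) to 430 (without siCt EtOH replicate 2, with 204 lower genes), with 405 and 146 after median centring and 271 and 193 after quantile normalization. The paper names DUSP1 among the genes whose induction CHD8 depletion lowers, and its ratio of 0.84 on the arrays lies inside the limits, as does that of the probe set shared by FKBP5 and LOC285847 (0.82), while HSD11B2 (0.637), NFE2L3 (0.638) and IL6ST (0.698) lie outside them.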

Other observations

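The test of the lists for siCHD8 against siCt with R5020 was chosen only after the data were seen; the others were planned. With R5020, 2 lists of cell cycle genes had medians below 0 for siCHD8 against siCt and were called by camera with its preset correlation but not with an estimated one. Of 31 G1/S and DNA replication genes 0 passed an adjusted p of 0.05 in limma over all probe sets and 20 were lower when adjusted over the list alone, with a median log2 difference of -0.37 (camera, adjusted p = 7.2e-17, but adjusted p = 0.0542 with an estimated correlation). The thymidylate synthase gene TYMS was at -0.63 (SE 0.14), the DNA polymerase gene POLA1 at -0.58 (SE 0.13), GINS1 at -0.53 (SE 0.12) and CCNE2 at -0.52 (SE 0.11). Of 27 mitosis genes 0 passed over all probe sets and 9 were lower when adjusted over the list alone, with a median of -0.36 (camera, adjusted p = 2.31e-13, but adjusted p = 0.256 with an estimated correlation), among them the kinase gene AURKA at -0.63 (SE 0.13) and the checkpoint gene MAD2L1 at -0.54 (SE 0.18). Cholesterol and fatty acid synthesis genes (-0.10, camera adjusted p = 0.000927), estrogen receptor targets (-0.10, 0.00995) and ribosomal protein genes (-0.15, 0.0158) were lower by camera as well, with 1, 4 and 0 members lower when adjusted over the list alone and adjusted p = 0.683, 0.342 and 0.683 with an estimated correlation. The ribosomal call was lost without siCt R5020 replicate 2 (median -0.10), without siCHD8 R5020 replicate 2 (-0.17) and with dim probe sets left out (adjusted p = 0.107). By fry's directional test the G1/S (adjusted p = 0.00239), mitosis (0.0369) and estrogen receptor target lists (0.0369) were called here. The cholesterol (0.214) and ribosomal lists (0.22) were not. At an unadjusted p under 0.05 this comparison held 2952 probe sets.

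With vehicle, G1/S genes had a median of -0.16 for siCHD8 against siCt (camera, adjusted p = 7.06e-06, but adjusted p = 0.424 with an estimated correlation), with CDC45 at -0.59 (SE 0.11) the 1 member past over all probe sets and 5 lower when adjusted over the list alone. Mitosis genes had -0.16 (camera, adjusted p = 0.00995, but adjusted p = 0.857 with an estimated correlation), with CDC20 at -0.56 (SE 0.11) the 1 member past, also over the list alone; the call was lost without siCt EtOH replicate 2 (-0.06), siCHD8 EtOH replicate 2 (-0.10) or siCHD8 EtOH replicate 3 (-0.12). Ribosomal protein genes had -0.22 (camera, adjusted p = 5.26e-05, but adjusted p = 0.424 with an estimated correlation) with 0 members past in limma. Estrogen receptor targets had -0.12 (camera, adjusted p = 0.00995, but adjusted p = 0.424 with an estimated correlation), with STC2 at -0.67 (SE 0.12) the 1 member past and 2 lower when adjusted over the list alone, and the call was lost without siCt EtOH replicate 2 (-0.16) or siCHD8 EtOH replicate 3 (-0.10). Cholesterol and fatty acid synthesis genes were at 0.06 there and not called (camera, adjusted p = 0.629), with 0 members past in limma. SWI/SNF subunits were at -0.06 and not called (camera, adjusted p = 0.169), but were without siCHD8 EtOH replicate 1 (-0.08, adjusted p = 0.0259). By fry's directional test none of the lists was called with vehicle (lowest adjusted p = 0.0555). Its mixed test, for changes in either direction, called immediate early genes (adjusted p = 6.64e-08) among others. ACTA2, smooth muscle actin, was at -0.74 (SE 0.12) with vehicle and DNAJB9, an endoplasmic reticulum chaperone gene, at 0.68 (SE 0.12). Probe sets at an unadjusted p under 0.05 numbered 2574.

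For the difference between the hormone responses, 0 members of any list passed in limma, against 2027 probe sets at an unadjusted p under 0.05, and camera gave medians of -0.18 for cholesterol and fatty acid synthesis (adjusted p = 0.00153), -0.15 for G1/S (0.00551, 1 lower when adjusted over the list alone) and -0.23 for mitosis genes (0.00143), each with adjusted p = 0.768 with an estimated correlation. All 3 calls were lost without siCHD8 EtOH replicate 1, at medians of -0.11, -0.12 and -0.08.

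In siCt, R5020 left other groups without a call by camera, of which fry called Wnt/beta-catenin targets (adjusted p = 0.00104), immediate early genes (0.00214), interferon response genes (0.0118), basal and mesenchymal markers (0.0256) and blood and endothelial markers (0.0267). Of 17 Wnt/beta-catenin targets 4 rose and 2 fell (4 and 2 when adjusted over the list alone; median -0.09 but mean 0.21, camera adjusted p = 0.347), with LEF1 at 2.50 (SE 0.12), CD44 at 2.01 (SE 0.10) and RNF43 at -0.63 (SE 0.16). Of 22 immediate early genes 5 rose and 2 fell (8 and 7 over the list alone; median -0.09 but mean 0.09, adjusted p = 0.439), with KLF4 at 2.08 (SE 0.13) and JUN at 0.91 (SE 0.12) against DUSP5 at -0.90 (SE 0.15). Of 23 p53 targets 4 rose and 2 fell (6 and 5; median 0.08, adjusted p = 0.564), with RRM2B at 1.00 (SE 0.19) and PLK2, a polo-like kinase gene, at -1.74 (SE 0.13). Of 21 estrogen receptor targets 4 rose and 5 fell (5 and 7; median -0.15, adjusted p = 0.439), with GREB1 at 1.74 (SE 0.12) and RERG at -1.42 (SE 0.14). Of 26 interferon response genes 0 rose and 4 fell (1 and 4; median -0.08, adjusted p = 0.38), with OAS2 at -1.10 (SE 0.14). Of 10 members of the CHD family 2 rose and 3 fell (2 and 3; median 0.06, adjusted p = 0.701), with CHD1L at 0.93 (SE 0.13), CHD2 at 0.64 (SE 0.11), CHD4 at -0.48 (SE 0.11) and CHD3 at -0.36 (SE 0.10). Of 24 SWI/SNF subunits 0 rose and 1, ARID2 at -0.49 (SE 0.10), fell (0 and 1; median -0.13, adjusted p = 0.439). Of 12 basal and mesenchymal markers 1 rose, SNAI1 at 1.02 (SE 0.12), and 2 fell, FN1 at -0.65 (SE 0.14) and KRT14 at -0.62 (SE 0.14) (1 and 4; median -0.16, adjusted p = 0.236). Of 27 mitosis genes KIF20A rose and ASPM fell (0 and 0; median 0.06, adjusted p = 0.306), and without siCt EtOH replicate 2 camera called the list at 0.16 (adjusted p = 0.0195). Of 11 fibroblast markers 1, COL1A1 at -0.39 (SE 0.11), fell and 0 rose (0 and 1; median -0.11, adjusted p = 0.38), and 0 of 10 blood and endothelial markers (0 and 0; median -0.11, adjusted p = 0.441) and 0 of 17 ribosomal protein genes (0 and 0; median -0.00, adjusted p = 0.701) passed in limma, with 5912 probe sets at an unadjusted p under 0.05.

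In siCHD8 cells 17 of 28 targets of the progestin and glucocorticoid receptors rose and 1 fell with R5020 (18 and 1 when adjusted over the list alone), with a median of 0.97 (camera, adjusted p = 1.04e-17, and adjusted p = 0.0034 with an estimated correlation). Of 8 metallothioneins 7 rose and 0 fell (8 and 0), with a median of 0.84 (camera, adjusted p = 1.23e-10, and adjusted p = 0.0238 with an estimated correlation). Of 25 cholesterol and fatty acid synthesis genes 11 rose and 1 fell (14 and 1), with a median of 0.32 (camera, adjusted p = 8.1e-06, but adjusted p = 0.347 with an estimated correlation). Of 17 steroid receptors and coregulators 0 rose and 6 fell (0 and 8), with a median of -0.34 (camera, adjusted p = 3.39e-06, but adjusted p = 0.188 with an estimated correlation). Of 18 luminal epithelial markers 0 rose and 8 fell (1 and 9), with a median of -0.22 (camera, adjusted p = 8.68e-05, but adjusted p = 0.294 with an estimated correlation). Of 31 G1/S and DNA replication genes 8 rose and 0 fell (8 and 0), with a median of 0.11 (camera, adjusted p = 0.0241, but adjusted p = 0.516 with an estimated correlation), and the call was lost without siCHD8 EtOH replicate 3 (0.02, adjusted p = 0.222) or siCHD8 R5020 replicate 2 (0.07, adjusted p = 0.108) and with dim probe sets left out (adjusted p = 0.078). Of 20 unfolded protein and amino acid stress genes 4 rose and 0 fell (9 and 0), with a median of 0.19 (camera, adjusted p = 0.0195, but adjusted p = 0.5 with an estimated correlation), and the call was lost without the same 2 arrays, each left out alone (0.14, adjusted p = 0.125, and 0.16, adjusted p = 0.0602), and with dim probe sets left out (adjusted p = 0.0645). Mitosis genes had a median of -0.20 there and were not called (camera, adjusted p = 0.0736; 0 rose and 1 fell), but were without siCt EtOH replicate 2 (-0.20, adjusted p = 0.0483), siCHD8 EtOH replicate 2 (-0.21, 0.0279), siCHD8 EtOH replicate 3 (-0.28, 0.0168) or siCHD8 R5020 replicate 2 (-0.25, 0.0396). Fry also called lists there that camera did not. They were immediate early genes (adjusted p = 0.00038), Wnt/beta-catenin targets (0.00431), interferon response genes (0.032) and p53 targets (0.0409). Heat shock genes had a median of 0.07 there and were not called (camera, adjusted p = 0.142), but were without siCHD8 EtOH replicate 1 (0.10, adjusted p = 0.0389). Their difference between the responses of siCHD8 and siCt, -0.17, was not called (adjusted p = 0.0625), but was without siCt EtOH replicate 2 (-0.25), siCt R5020 replicate 2 (-0.20), siCHD8 EtOH replicate 3 (-0.20) or siCHD8 R5020 replicate 3 (-0.17).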
